# Genomic chart guiding embryonic stem cell cardiopoiesis

**DOI:** 10.1186/gb-2008-9-1-r6

**Published:** 2008-01-09

**Authors:** Randolph S Faustino, Atta Behfar, Carmen Perez-Terzic, Andre Terzic

## Abstract

**Background:**

Embryonic stem cells possess a pluripotent transcriptional background with the developmental capacity for distinct cell fates. Simultaneous expression of genetic elements for multiple outcomes obscures cascades relevant to specific cell phenotypes. To map molecular patterns critical to cardiogenesis, we interrogated gene expression in stem cells undergoing guided differentiation, and defined a genomic paradigm responsible for confinement of pluripotency.

**Results:**

Functional annotation analysis of the transcriptome of differentiating embryonic stem cells exposed downregulated components of DNA replication, recombination and repair machinery, cell cycling, cancer mechanisms, and RNA post-translational modifications. Concomitantly, cardiovascular development, cell-to-cell signaling, cell development and cell movement were upregulated. These simultaneous gene ontology rearrangements engaged a repertoire switch that specified lineage development. Bioinformatic integration of genomic and gene ontology data further unmasked canonical signaling cascades prioritized within discrete phases of cardiopoiesis. Examination of gene relationships revealed a non-stochastic network anchored by integrin, WNT/β-catenin, transforming growth factor β and vascular endothelial growth factor pathways, validated by manipulation of selected cascades that promoted or restrained cardiogenic yield. Moreover, candidate genes within anchor pathways acted as nodes that organized correlated expression profiles into functional clusters, which collectively orchestrated and secured an overall cardiogenic theme.

**Conclusion:**

The present systems biology approach reveals a dynamically integrated and tractable gene network fundamental to embryonic stem cell specification, and represents an initial step towards resolution of a genomic cardiopoietic atlas.

## Abstract 2

Gene expression analysis of embryonic stem cells undergoing guided cardiogenic differentiation reveals the molecular fingerprint for committing to cardiac cell fate.

## Background

Expression patterns characterize the production and proliferation of stem cells [1,2]. In particular, unique genetic profiles are concealed in the rich pluripotent transcriptional background of embryonic stem cells and support their inherent potential for multiple and diverse cell fates [3-6]. Genome-wide profiling and system analyses, used to distinguish markers identifying stemness [7,8], and high-throughput approaches applied to categorize large scale transcriptional dynamics during stem cell development and specification provide an initial insight into the global genomics evolving in response to inductive stimuli [2,9,10]. Beyond identification of stemness markers, however, integration of genes promoting tissue-restricted differentiation becomes a priority [11,12]. Mapping genetic relationships underlying metamorphosis of a pluripotent into a monopotent stem cell would allow for directional control over developmental fate, enhancing targeted derivation of phenotype-specified cell types.

Indeed, the broad potential for regenerative therapy based on embryonic stem cell technology is hampered by the threat of neoplastic transformation associated with unsupervised pluripotency, mandating unipotential commitment prior to application [13,14]. A case in point is the need to secure controlled cardiogenesis of embryonic stem cells for safe heart repair [15-17]. Guided pro-cardiac programming has been established as a strategy to suppress the risk for uncontrolled tumorigenic growth outside the natural milieu of a developing embryo [18]. Cardiopoietic induction allowed activation of the cardiac program on a monolayer of stem cells, eliminating the confounding contribution of trigerminal differentiation [18,19]. Privileged access to the cardiac transcriptional program, otherwise camouflaged within the stem cell genomic background [20,21], provides an opportunity to selectively examine gene interrelationships vital for pluripotent streamlining into cardiopoiesis.

Here, a transcriptome profiling and tandem network analysis of embryonic stem cells during guided cardiogenic differentiation identified a molecular fingerprint, synthesized from an ontological functional switch, that commits the cells to a cardiac fate. Pathway prioritization of signaling axes during cardiopoiesis resolved a non-stochastic organization of genes underlying cardiac specification. Manipulation of high-priority nodes within this deconvoluted pro-cardiac gene network commanded cardiomyocyte derivation from primordial stem cells, demonstrating a responsive program amenable to molecular calibration during directed cardiogenesis.

## Results

### Distinct transcriptomes define transitions in stem cell cardiogenic restriction

Pluripotency is a labile characteristic of embryonic stem cells amenable to specification by distinct inductive stimuli [9,22]. Here, to initiate cardiac commitment in undifferentiated stem cells, the recognized cardioinductive potential of the cytokine tumor necrosis factor (TNF)α-induced, endodermally derived paracrine factors was reduced to a collective cocktail, that is, bone morphogenetic protein (BMP), transforming growth factor (TGF)β, interleukin (IL)-13 (IL13), IL3, insulin-like growth factor (IGF1), vascular endothelial growth factor (VEGF), epidermal growth factor (EGF), fibroblast growth factor (FGF) and IL6 [18]. Cardiogenic cocktail-primed embryonic stem cells responded by structural metamorphosis and progressive up-regulation in canonical cardiac markers, with distinct phenotypes resolved by sequential field emission scanning electron microscopy (Figure 1a, left) and immunofluorescence (Figure 1a, right). Embryonic stem cells, initially maintained in the undifferentiated proliferative state in the presence of the mitogenic leukemia inhibitory factor [23], assumed a spheroid shape with high nuclear-to-cytoplasmic volumes, and lacked the cardiac sarcomeric protein α-actinin with marginally detectable cytosolic levels of the cardiac transcription factor myocyte enhancer factor 2C (MEF2C; Figure 1a). From this original state, mitogen removal initiated differentiation, characterized by a progressive decrease in the nuclear-to-cytoplasmic volume ratio and an increased expression of MEF2C accompanied by cytosolic-to-nuclear translocation (Figure 1a). Developmentally regulated nuclear import of cardiac transcription factors is indicative of definitive commitment to cardiac differentiation [19]. Accordingly, these intermediate cell types have been termed cardiopoietic stem cells [18]. Sustained nuclear import of MEF2C and formation of sarcomeres expressing cardiac α-actinin after 12 days identified mature, functional cardiomyocyte morphology. The degree of purity for derived progenitors and cardiomyocytes reached 85 ± 5% and 90 ± 5%, respectively (see Materials and methods). Interrogation of the developing transcriptome revealed 8,656 quality-filtered genes underlying guided cardiopoietic lineage specification, resolved into distinct groups of increasing, decreasing or unchanging profiles (Figure 1b). 

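RNA from 4 stages, ES-LIF(+), ES-LIF(-), cardiopoietic cells (CP) and cardiomyocytes (CM), was hybridized to 12 Affymetrix Mouse 430 2.0 arrays. Each stage has 3 arrays, and the paper states that these are biological replicates. ES-LIF(-) cells had spent 48 h without LIF, and CP and CM derived from cells stimulated in one cocktail of growth factors and interleukins, with CP kept for 5 days in 3% serum with 30 ng/ml TNF-α and CM for 9 days in 20% serum. The authors made signal intensities with Microarray Suite 5.0 and scaled each array, so that each deposited array has a trimmed mean signal of 500. The deposited values were used without further scaling, as log2(signal + 16). The median signal of all probe sets averaged 106 on the ES-LIF(+) arrays, 107 on ES-LIF(-), 133 on CP and 137 on CM, so a probe set near the median is read close to background. Of 45037 probe sets, 26083 exceeded their array's median on at least 3 arrays and were tested with a moderated linear model of all 12 arrays. A probe set is called changed between 2 stages when its adjusted p is under 0.05 and its fold exceeds 1.5. A gene is represented by its brightest probe set that names that gene alone, which gives 13167 tested genes. Fixed gene lists were tested with camera, which asks whether a list moves more than the other genes do.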

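Across the 4 stages 17924 of the 26083 tested probe sets (68.7%) changed in the moderated F test, with 3 arrays per stage. The mean signal of these probe sets was highest in CM for 37.7%, in ES-LIF(-) for 25.0%, in ES-LIF(+) for 21.2% and in CP for 16.1%. It was lowest in CM for 38.7% and lowest in CP for 9.47%. Among the increasing genes, Tnnt2, the cardiac troponin T of the thin filament, went from a signal of 9.83 ± 2.04 in ES-LIF(+) to 514 ± 95.0 in CP and 28640 ± 3611 in CM. Among the decreasing genes, Fgf4, a growth factor made by pluripotent cells, went from 2649 ± 110 to 831 ± 31.3 in CP and 286 ± 43.0 in CM. Gdf3, a TGF-β family ligand of undifferentiated cells, fell by 1.26 log2 units in CP (adjusted p = 3.91e-07) and by 3.20 in CM (adjusted p = 7.21e-12).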

Concomitant with dynamic trends of lineage specification, each stage of cardiac differentiation demonstrated discrete molecular fingerprints revealed by unsupervised agglomerative clustering (Figure 1c). 

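Between CP and ES-LIF(+), 2468 of 13167 genes were higher and 1752 lower, and between CM and ES-LIF(+) 3384 were higher and 3147 lower, with 3 arrays per stage. Withdrawal of LIF alone raised 530 genes and lowered 485. Among the largest rises in CP were those of Dcn, a collagen-binding proteoglycan (signal 33.0 ± 32.6 to 17101 ± 523, log2 fold change 8.64, adjusted p = 1.64e-11), and Lox, which cross-links collagen (43.9 ± 47.3 to 17915 ± 1018, 8.51, adjusted p = 1.91e-09). Both are read below the array median in ES-LIF(+), so their folds depend on the pseudocount, at 9.41 and 9.21 with 1 in place of 16 and 7.52 and 7.46 with 64. The deepest falls in CP were those of Gbp2, an interferon-induced GTPase (−3.23, adjusted p = 2.38e-08), and Phlda2, an imprinted growth regulator (−3.04, adjusted p = 8.01e-09). In CM the sarcomeric protein gene Smpx went from a signal of 19.7 ± 20.9 in ES-LIF(+) to 9910 ± 570. In ES-LIF(-) the pluripotency factor Klf4 fell by 4.07 log2 units and Socs3, a feedback inhibitor of LIF signaling, by 3.52 (adjusted p = 2.26e-10), while the epiblast growth factor Fgf5 rose by 2.20 (adjusted p = 1.33e-06). By probe set, 5036 were higher and 3025 lower in CP (62.5% of calls higher), against 3188 and 6330 after median centring of the arrays (33.5% higher). For CM the counts were 6824 and 5625 (54.8% higher), against 4667 and 8443 after centring (35.6%).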

Gene sets were highly similar within, but significantly distinct between, stages of cardiac differentiation. Hierarchical categorization using Euclidean distance was used to measure differences between expression profiles to determine dissimilarity among replicates (Figure 1c). Unbiased confidence levels for these reproducible transcriptional profiles were assessed by bootstrapping, used to determine the accuracy of statistical estimates [24]. All distance measurements possessed a 100% confidence level and demonstrated increasing similarity towards the smaller, terminal branches of the condition tree. 

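Each stage's 3 arrays joined one another before they joined any other array, and this held in 1000 of 1000 resamplings of the changed probe sets. The pair formed by the ES-LIF(+) and ES-LIF(-) groups and the pair formed by the CP and CM groups were also found in 100% of resamplings. Resampling draws probe sets and not cultures, so these shares do not measure how far new replicates of a stage would vary. The resampled probe sets are those that differ between the stages in the F test, a choice that favours joins by stage. Over all probe sets the largest distance within a stage lies closer to the join of ES-LIF(+) and ES-LIF(-), as the closing section shows.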

Small distances (≤0.33) reflected close association among replicate gene profiles, which were virtually inseparable at each stage of differentiation (Figure 1c). 

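Distances between arrays of a stage, given as the root mean square log2 difference over the 17924 changed probe sets, reached at most 0.456. The 3 ES-LIF(+) arrays lay 0.412 to 0.456 apart and the ES-LIF(-) arrays 0.398 to 0.422. The CP arrays lay 0.333 to 0.352 apart and the CM arrays 0.325 to 0.348. Embryonic globin genes, which carry oxygen in primitive blood cells, varied among the CM arrays, with signals of 3394 ± 4004 for Hbb-bh1 and 2955 ± 4399 for Hba-x over 3 arrays.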

Larger Euclidean distances of 0.491 and 0.610 indicated greater dissimilarity between embryonic stem cells in the presence and absence of mitogen, as well as between cardiopoietic precursors and derived cardiomyocytes, allowing for separation of respective genomic fingerprints (Figure 1c). 

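The distance averaged 0.591 log2 units between ES-LIF(+) and ES-LIF(-) arrays and 0.857 between CP and CM arrays, each over 9 pairs of arrays. CP arrays lay 1.09 from ES-LIF(+) and 1.12 from ES-LIF(-), and CM arrays lay 1.46 from each of the embryonic stem cell stages. Genes that set the lineage-specified stages apart from ES-LIF(+) include Tm4sf1, a membrane protein of migrating cells (log2 fold change 8.02 in CP and 7.63 in CM), and Col4a1, a basement membrane collagen (3.73 and 4.19). In the other direction Klf15, a Krüppel-like transcription factor, fell by 2.79 in CP (adjusted p = 2.28e-06) and by 3.23 in CM (adjusted p = 1.81e-07). Tm4sf1 reads only 5.00 ± 1.15 in ES-LIF(+), and its fold in CP is 9.84 with a pseudocount of 1 in place of 16 and 6.32 with 64. With a pseudocount of 1, dim probe sets weigh more and the widest join of the tree moves from 1.28 to 1.44.

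**Figure D1:**
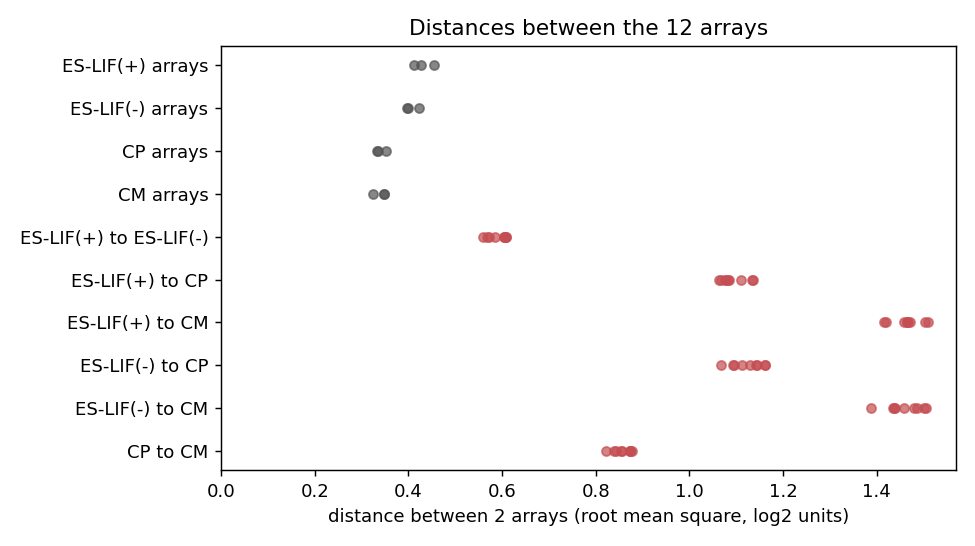
Root mean square log2 difference between each pair of the 12 arrays over the changed probe sets, grouped by stage. Within-stage distances stay at or below 0.456, and the mean between ES-LIF(+) and CM is 1.46.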

The largest measurement (0.885) reflected macroscopic differences between undifferentiated stem cells and lineage-specified populations (Figure 1c). Thus, discrete clustering of transcriptome dynamics during guided cardiogenesis genetically delimits precursor phenotype underlying cardiac confinement of stem cells.

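CP and CM themselves differed in 2568 of 13167 genes, of which 1193 were higher in CM and 1375 higher in CP. Genes of the mature contractile apparatus were among the largest rises from CP to CM, with Myh6, the atrial myosin heavy chain, at 6.84 (adjusted p = 1.77e-12) and Myl2, the ventricular regulatory light chain, at 7.04 (adjusted p = 2.34e-09). Genes that peaked in CP included Msln, a mesothelial surface protein (signal 21.2 ± 15.6 in ES-LIF(+), 2323 ± 44.9 in CP, 121 ± 17.9 in CM), and Mmp3, a matrix protease (67.7 ± 13.7, 2403 ± 116 and 96.8 ± 22.1). Sod3, an extracellular superoxide dismutase, and Cd34, a surface protein of progenitor and stromal cells, also dropped from CP to CM, by 4.60 and 2.58. The sarcomere and hormone list had 27 of 28 genes higher in CM than in CP (adjusted over the list alone 27) and none lower (camera adjusted p = 5.03e-34). The cardiac transcription factor list had 15 of 21 genes higher (16 when adjusted over the list alone) and none lower (adjusted p = 1.31e-11). From the tight grouping of replicates, the wider joins between stages and the resampling support, the paper concludes that the precursor stage has a transcriptome of its own.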

**Figure 1:**
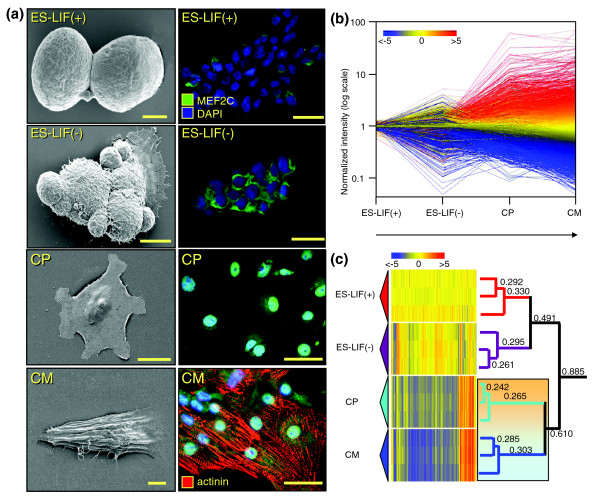
Phenotypic changes and transcriptome dynamism during cardiac stem cell differentiation. **(a) **Electron microscopy visualized morphological changes occurring during guided stem cell cardiogenesis (left column) with associated expression and distribution of the selected cardiac transcription factor MEF2C and the cardiac contractile protein α-actinin (right column). Cell stage is given in the top left corner of each panel with associated scale bars at the bottom right. First column: ES-LIF(+), 2.5 μm; ES-LIF(-), 5 μm; cardiopoietic cell (CP), 25 μm; cardiomyocyte (CM), 5 μm. All scale bars in the second column indicate 10 μm. Nuclei were counterstained with DAPI. **(b) **Transcriptional profiling of samples from each stage of stem cell-derived cardiomyocyte formation. Changes in gene expression were plotted on a semi-log scale graph using normalized intensity values as a function of the stage of differentiation. The color scale indicates increased expression (red), no change (yellow) and decreased expression (blue). Associated numbers indicate fold change, where red and blue indicate a respective minimum five-fold up- or downregulation in expression value. **(c) **Hierarchical clustering of changing genes during differentiation. The condition tree on right illustrates similarity of replicates within each stage. Numbers above branches are the calculated Euclidean distances between the two samples at the left termini. Smaller numbers indicate less dissimilarity between samples while higher numbers indicate an increase in dissimilarity. The shaded box identifies emergence of cardiac specficity (orange, CP) with transition to stem cell derived cardiomyocyte (cyan, CM). The color scale indicates relative changes in gene expression as described previously.

### Tailored gene ontology directing cardiopoiesis

Restrictive quality filtering of the transcriptome to genes with dynamics exceeding a >1.5-fold change in cardiac precursors relative to undifferentiated embryonic stem cells yielded 1,069 (12%) and 4,632 (54%) genes up- and downregulated, respectively, with 2,955 (34%) transcripts changing by <1.5-fold (Figure 2a). 

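Of the 17924 probe sets that changed across the stages, 5303 (29.6%) were higher in CP than in ES-LIF(+) by more than 1.5-fold, 3204 (17.9%) were lower, and 9417 (52.5%) stayed within 1.5-fold. After median centring of the arrays the counts turned to 3359 higher and 6549 lower (18.7% and 36.5%). Igf2, an imprinted growth factor, stands far above the threshold (log2 fold change 4.76, signal 719 ± 134 to 19724 ± 2201), as does the vascular receptor gene Nrp1 (3.72). Neurod1, a neurogenic transcription factor, lies far below it (−1.68, adjusted p = 6.32e-06), as does Ltb, a cytokine of lymphoid tissue (−2.82, adjusted p = 8.59e-07). Nop56, which takes part in ribosome assembly, passed the test but stayed inside the threshold (−0.43, adjusted p = 0.000155). Median centring lowers the CP arrays by 0.28 log2 units against ES-LIF(+), which takes the Nop56 fold past that threshold.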

Analyses of subthreshold genes below the 1.5-fold limit revealed no predominant functional overrepresentation within ontologically annotated families (data not shown). In contrast, genes identified as up- or downregulated beyond 1.5-fold unmasked overrepresented molecular functions in each gene set (Figure 2b,c). Genetic metabolism, identified by nucleotide binding, helicase and ligase activity, ribosomal structure, and translation regulator activity, was downregulated in cardiac precursors (Figure 2b). 

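Genes of nucleic acid metabolism fell in CP as groups, with small changes per gene and 3 arrays per stage. Of 42 ribosome biogenesis genes, 23 fell and none rose (median log2 fold change −0.62, adjusted p = 3.95e-13). Of 38 DEAD/DEAH-box helicases, 12 fell and none rose (median −0.45, adjusted p = 7.51e-08), among them Ddx21, a nucleolar helicase (−1.02, adjusted p = 6.01e-07), and Ddx18, which acts in ribosome assembly (−0.70). Of 48 translation factors and tRNA ligases, 8 fell and none rose (median −0.35, adjusted p = 1.12e-06). Of 70 mitochondrial ribosomal proteins, 21 fell and 1 rose (median −0.46, adjusted p = 1.62e-10). Adjusted over each list alone, these counts are the same. After median centring of the arrays 36 ribosome biogenesis genes, 25 helicases, 29 translation genes and 47 mitochondrial ribosomal proteins are called lower. The 37 cytosolic ribosomal proteins moved the other way, with 1 gene higher, 1 lower and a median of 0.28 (adjusted p = 0.00186, and adjusted p = 0.502 with an estimated correlation). That median is −0.0008 after median centring (adjusted p = 0.145) and −0.04 after quantile normalization (adjusted p = 0.47), so its direction changes with the scaling of the arrays. In CM the ribosome biogenesis and helicase lists fell further, with 35 of the 42 ribosome biogenesis genes lower (median −1.13). Of the 38 helicases 27 were lower there (median −0.81, 28 when adjusted over the list alone). The mitochondrial ribosomal protein list did not pass the test between CP and CM (median −0.06, adjusted p = 0.651).

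**Figure D2:**
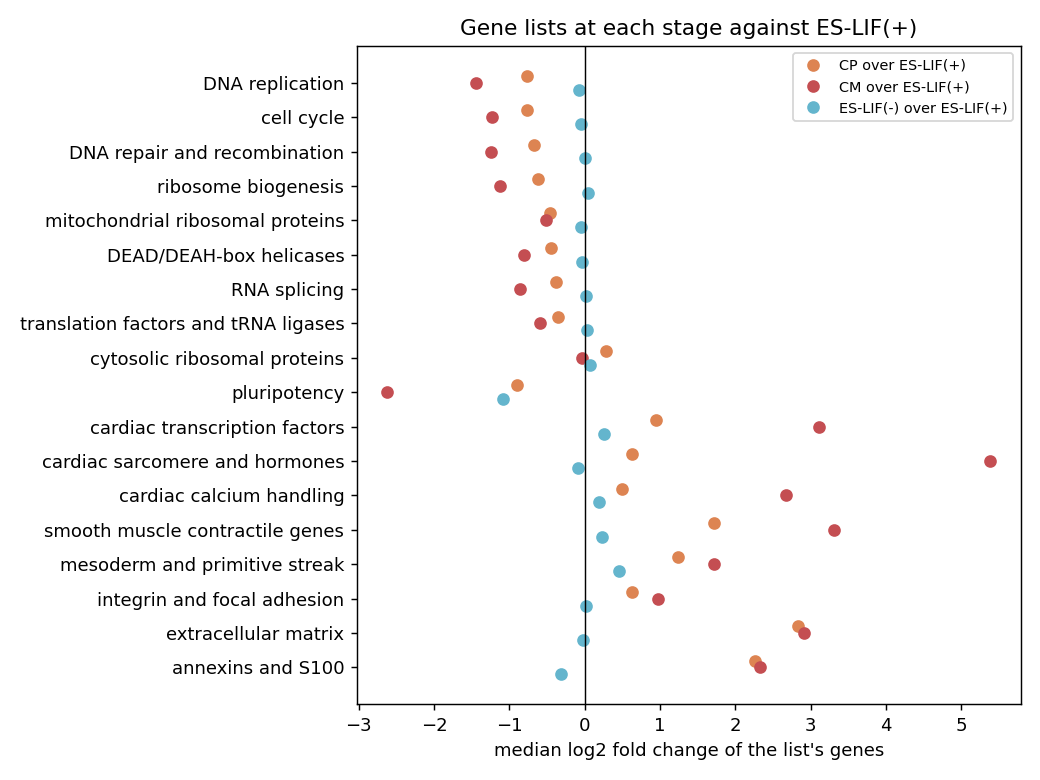
Median log2 fold change of 18 fixed gene lists against ES-LIF(+) for CP, CM and ES-LIF(-), 3 arrays per stage. Ribosome biogenesis reaches −0.62 in CP and −1.13 in CM, and the sarcomere list reaches 5.38 in CM.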

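Genes that drive division fell in CP as a group, with 30 of 41 cell cycle genes lower and none higher (median log2 fold change −0.76, adjusted p = 4.03e-14). Of 41 DNA replication genes 26 fell and none rose (median −0.76, adjusted p = 8.7e-15), and of 34 DNA repair and recombination genes 21 fell and none rose (median −0.68, adjusted p = 1.27e-07). Of 44 RNA splicing genes 10 fell and none rose (median −0.38, adjusted p = 2.49e-09), and after median centring 29 are called lower. Adjusted over each list alone, the 4 counts are the same. Cdc6, which licenses replication origins, dropped by 0.61 (adjusted p = 0.000176), and Rad54l, a recombination ATPase, by 0.81 (adjusted p = 0.00125). Aurkb, the mitotic kinase Aurora B, fell from a signal of 1870 ± 79.6 to 1273 ± 105, a log2 fold change of −0.55 (adjusted p = 9.44e-05) that stays inside the 1.5-fold threshold. It passes that threshold without ES-LIF(+) replicate 2 (−0.59) or CP replicate 2 (−0.59), with the mean over probe sets (−0.81) and after median centring (−0.84). In CM Aurkb reached 942 ± 65.2 (−0.98, adjusted p = 1.22e-07), and 37 of the 41 cell cycle genes were lower (adjusted p = 1.61e-15). Hmgb1, a chromatin protein, has no probe set that names it alone and is not analysed here.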

Alternative corroboration reported functional reductions in RNA post-translational modifications, oncogenic processes (for example, *Aurkb *and *Hmgb1*), cell cycling, and DNA replication, recombination and repair (Figure 2d). Decreased nucleotide metabolic machinery was paralleled by emergence of myogenic structural constituents, actin and calcium binding activities, and protein modification mechanisms regulating enzyme function (Figure 2c). 

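Muscle and calcium-binding genes rose in CP as groups. Of 28 sarcomere and hormone genes 13 rose and 1 fell in CP (median log2 fold change 0.63, adjusted p = 9.08e-05), and all 28 were higher in CM (median 5.38, adjusted p = 1.06e-16). Myl7, the atrial light chain, went from 122 ± 40.1 to 455 ± 77.0 in CP and 36232 ± 3723 in CM, while Actn2, which cross-links actin at the Z disk, was not called in CP (0.08, adjusted p = 0.817). Of 15 smooth muscle contractile genes 12 rose and none fell (median 1.71, adjusted p = 1.22e-08), led in signal by Acta2, smooth muscle actin (2034 ± 545 to 19559 ± 2111). Of 15 annexin and S100 genes, which bind calcium, 13 rose and none fell (median 2.26, adjusted p = 1.22e-08), with S100a6 at 2.79 and S100a4, read at 44.6 ± 24.3 in ES-LIF(+), at 8.26. The S100a4 fold is 8.77 with a pseudocount of 1 in place of 16 and 7.36 with 64. Of 18 cardiac calcium handling genes 7 rose and none fell (median 0.49, adjusted p = 0.0121, and adjusted p = 0.0688 with an estimated correlation). Pln, which restrains the calcium pump of the sarcoplasmic reticulum, rose by 0.86 in CP (adjusted p = 0.00506) and by 4.44 in CM, and Ryr2, its release channel, was not called in CP (−0.35, adjusted p = 0.548) and rose in CM (3.07, adjusted p = 2.28e-05). Adjusted over each list alone, these counts are the same.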

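Regulators of heart development rose in CP, with 12 of 21 cardiac transcription factors higher and none lower (median log2 fold change 0.94, adjusted p = 3.76e-05). Hand2, needed for the right ventricle, rose by 5.72 (signal 22.1 ± 11.7 to 1930 ± 67.7), Gata6 by 3.09 and Gata4 by 1.45 (adjusted p = 3.39e-05). Hand2 reads below the array median in ES-LIF(+), so the size of its fold depends on the pseudocount. Gata6 and Gata4 also stand in the extraembryonic endoderm list, which rose in CP as well (median 1.29, adjusted p = 4.31e-07). Nkx2-5 (−0.14, adjusted p = 0.665) and Mef2c (0.94, adjusted p = 0.0723), transcription factors of the cardiac program, were not called in CP and rose in CM by 3.56 and 4.29. Mef2c is called higher in CP when ES-LIF(+) replicate 3, ES-LIF(-) replicate 1 or ES-LIF(-) replicate 3 is left out (adjusted p = 0.0402, 0.0386 and 0.0382), and under the one-way analysis of variance of the paper's methods, which tests the 4 stages together. Of 13 mesoderm and primitive streak genes 8 rose and 1 fell (median 1.23, adjusted p = 0.003, and adjusted p = 0.0961 with an estimated correlation), among them Gsc, an organizer gene (3.32), and Pdgfra, a receptor of mesodermal cells (2.42). Extracellular matrix genes rose as well, with 37 of 42 higher and 1 lower (median 2.83, adjusted p = 4.14e-23). Adjusted over each list alone, the 3 counts are the same. The fibroblast and mesenchyme list, with 9 of its 23 genes also in the matrix list, rose too (median 3.56, adjusted p = 4.99e-17).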

Independent validation demonstrated that upregulated transcripts functionally overrepresented cardiovascular development, cell-to-cell signaling, embryonic development and cellular movement (Figure 2e). Collectively, this ontological switch indicates congruent genetic losses and gains that define a departure from oncogenicity associated with pluripotency towards acquisition of tissue-specificity and cardiopoietic elaboration. 

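Pluripotency genes fell on balance in CP, with 18 of 25 lower and 1 higher (median log2 fold change −0.89, adjusted p = 8.79e-08, and adjusted p = 0.0961 with an estimated correlation). In CM 24 of the 25 were lower and 1 higher (median −2.62, adjusted p = 2.99e-13), and counts adjusted over the list alone are the same in both stages. Lrrc34, a leucine-rich repeat gene of stem cells, fell by 1.93 in CP and by 4.06 in CM (adjusted p = 1.01e-09). LIF withdrawal alone lowered 15 of the 25 and raised none (median −1.09, adjusted p = 9.29e-19, and adjusted p = 0.14 with an estimated correlation). From the losses and gains among gene functions, the paper infers a departure from oncogenicity associated with pluripotency towards tissue-specificity.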

Gene chip and functional categorization analyses were verified by quantitative genetic amplification of markers for pluripotency (*Pou5f1*/*Oct4*), oncogenesis (*Mybl2*, *Mycn*) and cardiogenesis (*Myocd*, *Lbh*). 

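On the arrays Pou5f1, which encodes Oct4, fell from a signal of 11365 ± 631 in ES-LIF(+) to 6775 ± 82.6 in CP and 1854 ± 345 in CM (log2 fold changes −0.74 and −2.62, adjusted p = 2.11e-05 and 1.53e-11), over 3 arrays each. It was not called in ES-LIF(-) (11362 ± 199, adjusted p = 0.997). Mybl2, a cell cycle transcription factor, dropped by 1.12 in CP and 2.70 in CM, and Mycn, a MYC family oncogene, by 1.19 and 2.35. LIF withdrawal also lowered Mybl2 (−1.24). Lbh, a transcriptional cofactor of the embryonic heart, rose from 158 ± 34.3 to 3000 ± 207 in CP and 8408 ± 764 in CM (4.13 and 5.61, adjusted p = 3.73e-12 and 5.53e-14). Myocd, the coactivator myocardin, was not called in CP (signal 67.5 ± 30.7 to 89.5 ± 23.1, adjusted p = 0.29) and reached 1980 ± 46.7 in CM (4.64, adjusted p = 1.9e-09).

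**Figure D3:**
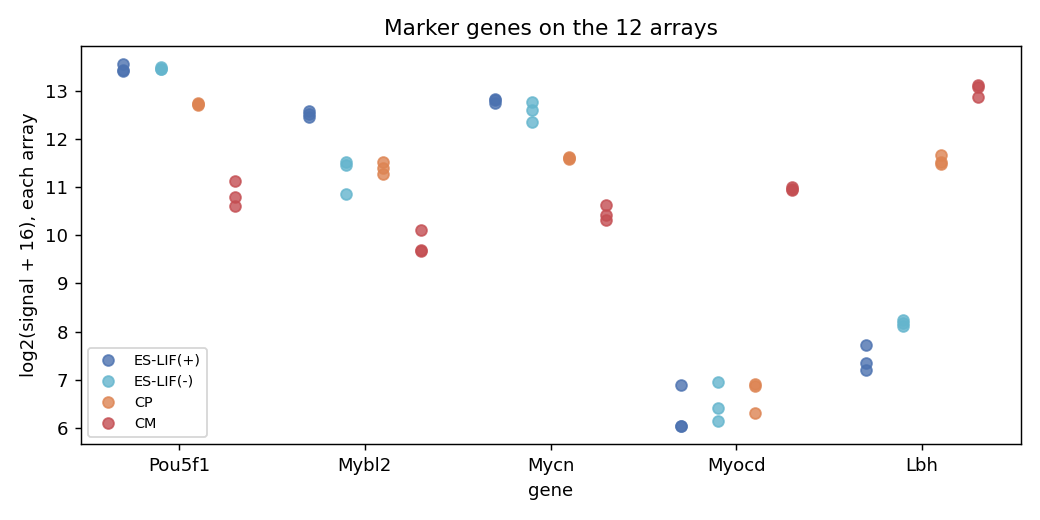
Log2(signal + 16) of Pou5f1, Mybl2, Mycn, Myocd and Lbh on each of the 12 arrays, by stage. Myocd reads 67.5 in ES-LIF(+) and 89.5 in CP on average, and 1980 in CM.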

*Pou5f1 *transcription, prototypical of pluripotent stem cells [25], was decreased as embryonic stem cells underwent differentiation (Figure 2f). Transcription of *Mybl2 *and *Mycn*, markers for neoplastic growth and tumor susceptibility [26,27], paralleled *Pou5f1 *expression and decreased as the cardiac program progressed (Figure 2f). In contrast, developmental expression of myocardial *Myocd *[28] and *Lbh *[29] genes increased during cardiac specification (Figure 2f). Thus, concomitant genetic streamlining with targeted induction of a focused transcriptome defines essential requirements for cardiopoietic lineage establishment.

**Figure 2:**
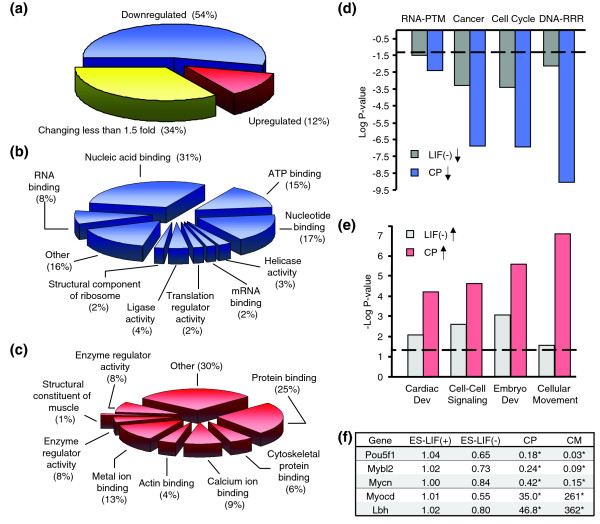
Enrichment analysis of functional groups within the stem cell-derived cardiopoietic transcriptome. **(a) **Approximately half of all expression profiles in cardiopoietic cells are downregulated while a third do not change more than 1.5-fold compared to unstimulated embryonic stem cells. Upregulated genes account for >10% of all genes. **(b, c) **Ontological analysis of downregulated and upregulated biological processes in cardiopoietic cells. **(d, e) **Identification of overrepresented canonical functions in cardiopoietic cells (CP) using Ingenuity Pathways Analysis (IPA) in downregulated and upregulated gene lists. Significance as determined by IPA was plotted as log *P *value for downregulated genes and -log *P *value for those upregulated to emphasize direction of change. The dashed line indicates the threshold where the *P *value = 0.05. Embryonic stem cells in the presence of mitogenic LIF were taken as baseline and significant functional enrichment in cardiopoietic cells are shown in comparison with stem cells cultured without LIF. **(f) **Gene validation using quantitative PCR. Candidate genes representing pluripotent (*Pou5f1*), oncogenic (*Mybl2*, *Mycn*) and cardiac (*Myocd*, *Lbh*) phenotypes were assayed by Taqman. Transcriptional profile changes were expressed as fold change relative to ES-LIF(+). CM, cardiomyocyte.

### Cardiopoiesis-associated signaling cascades

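Of the 65 genes of Table 1, 62 were called higher in CP than in ES-LIF(+), none lower and 3 neither (62 higher when adjusted over the list alone), with a median fold of 3.03. The study chose these genes on the same samples, so the count is not independent evidence of a rise. Among the largest rises were those of Timp2, an inhibitor of matrix proteases (log2 fold change 5.55, signal 215 ± 90.5 to 10152 ± 565), Igf2 (4.76) and Axl, a receptor tyrosine kinase (4.29, adjusted p = 1.17e-10). Cav1, the main protein of caveolae, rose by 3.67 and Thbs1, a matrix glycoprotein, by 3.90. The 3 not called are Hif1a, the oxygen-regulated transcription factor (0.46, adjusted p = 0.000368), Lamc1, a laminin chain (0.32, adjusted p = 0.0188), and Ppp3r1, a calcineurin subunit (−0.42, adjusted p = 0.158). A second probe set of Lamc1 with the paper's accession is called higher (1.99, adjusted p = 0.00175). After median centring the probe sets used for Adam19 and Smo were no longer called, and that of Ppp3r1 was called lower. These calls depend on the probe set. Before centring, others of Adam19 and Smo rose more in CP (1.27 and 1.01). A brighter one of Ppp3r1, with a signal of 3498 in ES-LIF(+) against 161, was at 0.22. Quantile normalization added Hif1a to the genes called higher and called Ppp3r1 lower, and the mean over a gene's probe sets added Hif1a and Lamc1, with 61 of the 65 called higher in all. In CM 61 of the 65 were higher and 1 lower, Hmox1, a heme-degrading enzyme (−0.72), and in ES-LIF(-) 8 were higher and 7 lower. The matrix and integrin lists hold 17 of the 65.

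**Figure D4:**
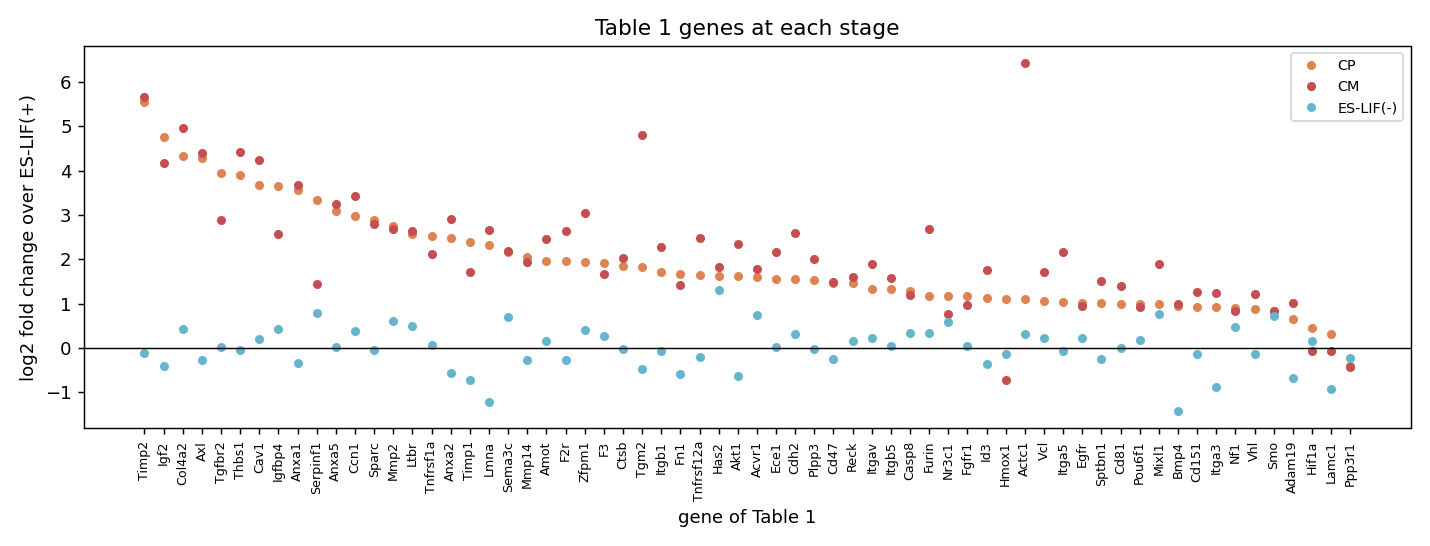
Log2 fold change against ES-LIF(+) of genes of Table 1 in CP, CM and ES-LIF(-), 3 arrays per stage. The median over the table is 1.60 in CP and 1.94 in CM.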

Analysis of genes associated with the ontological 'Cardiac development' class in the specialized precursor transcriptome was composed of 65 upregulated genes (Table 1). Of these, 49 integrated into a cardiopoietic network (Figure 3a), while 16 did not possess curated interactions (Table 1). Inspection of network topology through degree and clustering coefficient distribution analysis suggested non-arbitrary architecture with hierarchical tendencies (Figure 3a). Bioinformatic investigation of underlying signaling pathways revealed individual overrepresented cascades, reported using cardiopoietic and cardiomyocyte significance estimates as respective co-ordinates in a Cartesian plot (Figure 3b). 

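The death receptor and apoptosis list did not pass the test in CP, with 10 of 32 genes higher and 5 lower (median log2 fold change 0.17, adjusted p = 0.618), nor in CM, with 12 higher and 5 lower (0.19, adjusted p = 0.362). After median centring these medians are −0.11 and −0.13, with 7 genes higher and 11 lower in CP and 8 higher and 11 lower in CM. The fry test, which does not compare a list with other genes, calls the list higher in CP (adjusted p = 4.65e-05) and in CM (adjusted p = 4.8e-06). Single receptor genes rose, with Tnfrsf1a, the TNF receptor 1, at 2.52 in CP (adjusted p = 4.15e-09) and 2.12 in CM, and Fas, a death receptor, at 2.37 and 3.13. Casp8, the initiator caspase of that route, rose by 1.28 in CP and 1.19 in CM. Adjusted over the list alone, the counts are the same.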

Cell cycle, death receptor and apoptosis cascades were examples of pathways with *P *values below significance threshold for both cardiopoietic cells and cardiomyocytes (Figure 3b, bottom left), in line with reported downregulation of genes required for cell proliferation and apoptotic processes in fully differentiated embryonic stem cell-derived cardiomyocytes [11]. In contrast, VEGF, IL2 and Toll-like receptor signaling were relevant at initiation of cardiac confinement, accompanied by amyloid processing, glycosphingolipid metabolism, glycosaminoglycan degradation, and N-glycan and ganglioside biosynthesis (Figure 3b, lower right). 

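Of 31 VEGF pathway genes 9 were higher and 4 lower in CP (median log2 fold change 0.34, adjusted p = 0.00767), and 10 higher and 4 lower in CM (0.34, adjusted p = 0.0245, and adjusted p = 0.0727 with an estimated correlation). The CM call is also lost after median centring (median 0.02, adjusted p = 0.0562), when 6 genes are higher and 5 lower in CP (median 0.06). Flt1, a VEGF receptor, rose by 1.44 in CP, while Nrp2, a co-receptor, fell by 0.93 (adjusted p = 0.00325). With a filter on all 12 arrays and median centring, an alternative chosen after the data were seen, the CP median is −0.0005 (adjusted p = 0.0769) and the CM median −0.07 (adjusted p = 0.119). Of 31 lysosomal glycan degradation genes 19 rose in CP and none fell (median 0.74, adjusted p = 9.91e-09), and in CM 20 rose and 1 fell (0.85, adjusted p = 1.03e-06), while after median centring 12 are higher and 1 lower in CP. Ctsb, a lysosomal protease of Table 1, rose by 1.85 in CP, while Glb1, a lysosomal galactosidase, fell inside the fold threshold (−0.44, adjusted p = 0.0142). The 0.28 log2 units by which median centring lowers the CP arrays take the Glb1 fold past that threshold. Counts adjusted over each list alone are the same.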

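Integrin and focal adhesion genes rose in both stages, 21 of 40 in CP with 1 lower (median log2 fold change 0.63, adjusted p = 4.31e-07) and 26 in CM with 1 lower (0.98, adjusted p = 3.26e-09). Zyx, a focal adhesion scaffold, rose by 2.02 and 2.38. Of 40 WNT/β-catenin genes 17 were higher and 3 lower in CP (0.21, adjusted p = 0.0121), and 16 higher and 4 lower in CM (0.34, adjusted p = 0.0245, and adjusted p = 0.0552 under the stricter filter). After median centring the CP median of that list is −0.07 while its test keeps the upward direction (adjusted p = 0.0117). With a filter on all 12 arrays, chosen after the data were seen, the CP and CM calls of that list are lost (adjusted p = 0.0819 and 0.133), and median centring on top turns the medians to −0.17 and −0.13 (adjusted p = 0.0627 and 0.11). Wnt5a, a ligand, rose by 1.41 in CP, and Lef1, a nuclear effector, fell by 0.81 (adjusted p = 0.0103). Of 24 IGF genes 13 rose and 1 fell in CP (0.75, adjusted p = 0.000246), and 12 rose and 2 fell in CM (0.64, adjusted p = 0.00206), with Igf1 at 2.46 and 2.78. Of 28 IL6 and JAK/STAT genes 13 rose and 4 fell in CP (0.51, adjusted p = 0.033, and adjusted p = 0.163 with an estimated correlation). That call is also lost under the stricter filter (adjusted p = 0.119) and with the mean over probe sets (adjusted p = 0.0812), and after median centring 10 genes are higher and 5 lower. In CM the same list, 15 higher and 6 lower, did not pass the test (adjusted p = 0.14), although fry gives 4.23e-05, and Osmr, the oncostatin M receptor, rose by 4.53 in CP. The hypoxia and glycolysis list, 8 of 31 higher and 3 lower in CP, did not pass the test (0.22, adjusted p = 0.107), nor did it in CM (8 and 5, adjusted p = 0.581). It passes in CP with the mean over probe sets (0.22, adjusted p = 0.0381), and fry gives 0.00175. Of 42 TGF-β/BMP genes 22 rose and 2 fell in CP (0.79, adjusted p = 5.81e-06, 23 higher when adjusted over the list alone), and 27 rose and 6 fell in CM (1.03, adjusted p = 4.6e-05). Tgfb2, a ligand, was not called in CP (0.47, adjusted p = 0.0416, inside the fold threshold) and rose by 3.20 in CM. The other counts are the same when adjusted over each list alone. After median centring 4 genes each of the integrin, IGF and TGF-β/BMP lists, 7 WNT and 6 hypoxia genes are lower in CP, and 7 WNT, 4 IGF and 9 hypoxia genes in CM. From pathway tests at both stages the paper describes integrin, WNT, IL6, IGF1 and hypoxia signaling as prominent in precursors and still present in cardiomyocytes.

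**Figure D5:**
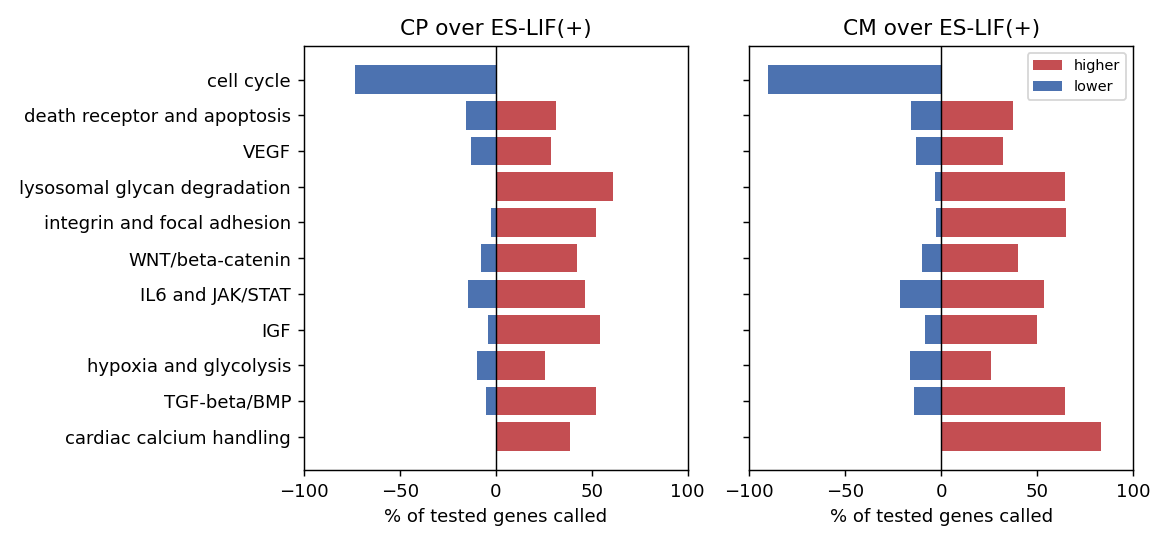
Percent of tested genes called higher and lower than in ES-LIF(+) in each signaling list, for CP and CM with 3 arrays each. In the integrin list 21 of 40 genes are higher in CP and 26 in CM.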

Integrin, WNT/β-catenin, IL6, IGF1 and cardiovascular hypoxia signaling pathways, initially prominent in cardiopoietic cells, maintained a significant presence in stem cell-derived cardiomyocytes (Figure 3b, top right), which began expressing genes involved in TGFβ, JAK/STAT, p38, granulocyte-macrophage colony stimulating factor/colony stimulating factor 2, and calcium signaling (Figure 3b, top left), in agreement with identified enrichment of p38 signaling and calcium handling [11]. A cross-section of signaling pathways with cardiac development revealed convergence of VEGF, integrin, WNT/β-catenin and TGFβ cascades, and connections involving IL6, IGF1 and JAK/STAT signaling (Figure 3c). Thus, discrete cascades anchor the molecular cardiopoietic network.

**Figure 3:**
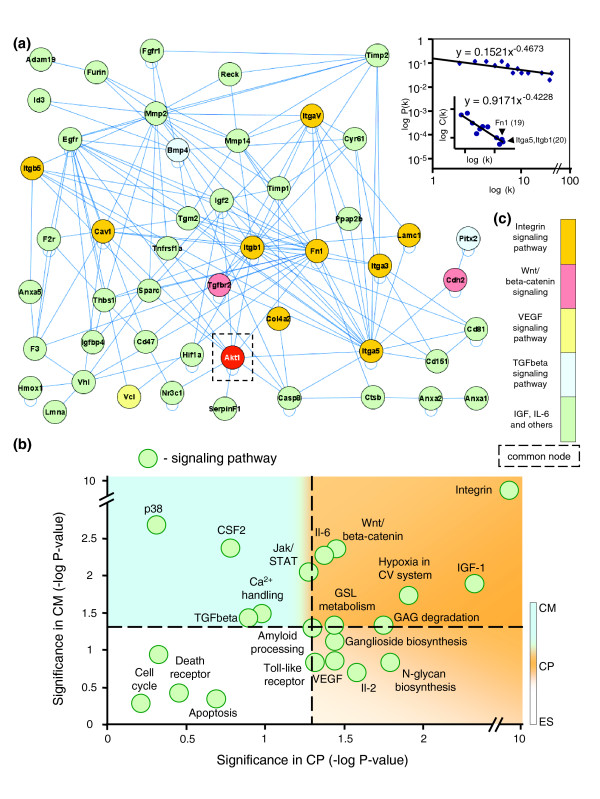
Cardiovascular development signaling network within cardiopoietic cells. **(a) **Genes identified in Table 1 integrate into a network suggesting non-stochastic tendencies with emergent scale-free properties (top right). Examples of hubs, with number of first neighbor connections in parentheses, are labeled on the clustering coefficient plot (top right, inset). **(b) **All upregulated genes in cardiopoietic cells analyzed for enriched functions were further mined to identify top supporting signaling cascades. Individual signaling pathways (green circles) were distributed according to significance during stem cell-derived cardiogenesis, indicating differences in pathway prioritization at discrete stages. The color scale at right indicates progression from embryonic stem cells (ES) through the cardiopoietic stage (CP) to stem cell-derived cardiomyocytes (CM), shown in counterclockwise fashion. CSF, colony stimulating factor; GAG, glycosaminoglycan; GSL, glycosphingolipid. **(c) **Cross-referencing the signaling cascades represented in (a) with all cardiopoietic pathways identified in (b) converge on integrin, WNT/β-catenin, VEGF, TGFβ and other (IGF, IL6) signaling cascades anchoring the procardiogenic network. A common node shared by these pathways, AKT, is outlined in (a).

**Table 1:** Cardiopoietic cells demonstrate specific upregulation of genes involved in cardiovascular development

Gene name	GenBank ID	Fold change
*Actc	NM_009608	1.755
*Acvr1	NM_007394	2.531
*Adam19*	NM_009616	1.955
*Akt1*	M94335	2.518
*Amot	U80888	3.321
*Anxa1*	NM_010730	9.544
*Anxa2*	NM_007585	4.472
*Anxa5*	D63423	6.957
*Axl	AA500897	16.45
*Bmp4*	NM_007554	1.552
*Casp8*	BC006737	1.994
*Cav1*	AB029929	10.81
*Cd47*	NM_010581	2.265
*Cd81*	NM_133655	1.599
*Cd151*	U89772	1.597
*Cdh2*	BC022107	2.861
*Col4a2*	BC013560	16.98
*Ctsb*	M14222	4.591
*Cyr61*	NM_010516	6.394
*Ece1	AI551117	2.551
*Egfr*	AF277898	1.641
*F3*	BC024886	3.146
*F2r*	BQ173958	3.117
*Fgfr1*	M65053	1.807
*Fn1*	BC004724	2.536
*Furin*	NM_011046	1.858
*Has2	NM_008216	2.57
*Hif1a*	BB269715	2.586
*Hmox1*	NM_010442	1.728
*Id3*	NM_008321	1.75
*Igf2*	NM_010514	22.08
*Igfbp4*	NM_010517	10.46
*ltga3*	NM_013565	1.549
*ltga5*	BB493533	2.908
*Itgav*	AK003416	2.012
*Itgb1*	BM120341	2.642
*Itgb5*	NM_010580	2.542
*Lamc1*	BG066605	3.632
*Lmna*	NM_019390	4.11
*Ltbr	NM_010736	5.021
*Mixl1	AF154573	1.647
*Mmp2*	NM_008610	5.483
*Mmp14*	NM_008608	5.742
*Nf1	BB526552	1.542
*Nr3c1*	NM_008173	1.836
*Pitx2*	U80011	2.062
*Pou6f1	AK009674	1.647
*Ppap2b*	NM_080555	2.42
*Ppp3r1	NM_024459	1.704
*Reck*	NM_016678	2.305
*Sema3c	AK004119	3.763
*Serpinf1*	NM_011340	8.628
*Smo	AW55532	1.652
*Sparc*	NM_009242	5.953
*Sptbn1	BM213516	1.628
*Tgfbr2*	BG793483	13.3
*Tgm2*	BC016492	2.979
*Thbs1*	AI385532	12.43
*Timp1*	BC008107	4.251
*Timp2*	BF168458	40.6
*Tnfrsf12a	NM_013749	3.322
*Tnfrsf1a*	L26349	4.763
*Vcl*	NM_009502	3.886
*Vhl*	NM_009507	1.523
*Zfpm1*	AA014267	3.272

A total of 65 genes were upregulated with transition from a pluripotent embryonic stem cell into the cardiopoietic phenotype, 49 of which associated as an integrated network (Figure 3a). *Genes without curated interactions.

### Cardiopoietic network manipulation controls cardiogenic yield

Consequences of targeting designated pro-cardiogenic components were investigated in isolated stem cells and differentiating embryoid bodies (Figure 4). While stimulating pathways absent from the identified cardiopoietic network had no effect on outcome (not illustrated), treatment of embryonic stem cells with VEGF, IGF1 and IL6, to prioritize charted signaling axes, increased expression of MEF2C (Figure 4a). Together with Nkx2-5 and GATA4 (data not shown), these pro-cardiac transcription factors were upregulated after growth factor supplementation, verifying association with cardiomyogenesis. To investigate effects of treatment at later developmental stages, stem cell-derived embryoid bodies were assessed for beating areas, which reflect emergence of electro-mechanical coupling (Figure 4b). BMP4, administered at day 9 of differentiation, increased the number of beating areas compared to untreated embryoid bodies (Figure 4b, left panels). Conversely, treatment with the TGFβ signaling cascade inhibitor latency-associated peptide (LAP) [30] significantly diminished the size and number of these areas at day 9, while alternative inhibition with the BMP4 antagonist NOG [31] abrogated the development of contractile foci (Figure 4b, right panels). On average, there was an approximately 20% increase in contractile regions within the embryoid body following BMP4 treatment, while addition of LAP decreased this number to <10% of the embryoid body. NOG treatment precluded contractile foci generation (Figure 4c). Investigation of the JAK/STAT pathway on cardiopoiesis was performed by adding leukemia inhibitory factor (LIF), which promoted beating area formation (Figure 4d). Thus, focused evaluation of individual network elements translated into changes in cardiogenic yield, validating the functional significance of the identified pro-cardiac scaffold.

**Figure 4:**
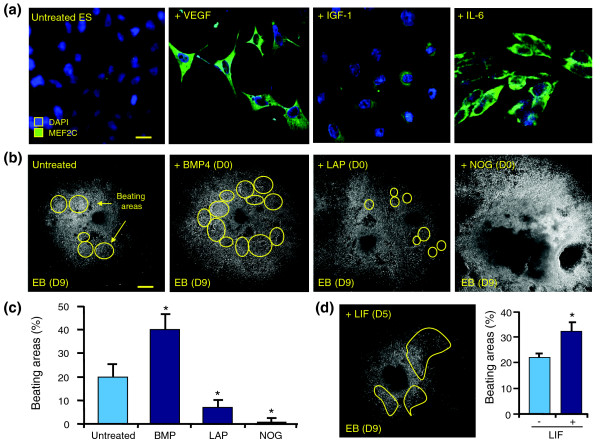
Biological validation of cardiogenic network. **(a) **LIF cultured stem cells were left untreated for 48 h after LIF withdrawal or were treated with VEGF, IGF1 or IL6. Changes in expression of the cardiac transcription factor MEF2C were revealed through immunocytochemistry. Nuclei were counterstained with DAPI. Scale bar: 10 μm. **(b) **Stem cell-derived embryoid bodies were observed for the formation of beating areas (yellow circles) at day 9 (D9) in untreated, BMP4, LAP and NOG supplemented conditions, with treatments beginning at day zero (D0). Scale bar: 1 μm. **(c) **Measurement of contractile area activity using Metamorph software. Data reported as mean number of beating areas ± SEM, *P < 0.05, *n *= 40-50 embryoid bodies. **(d) **Visualization of beating areas in embryoid bodies treated at day 5 (D5) with LIF, involved in JAK/STAT signaling (left). Evaluation of beating area as a percentage of total area occupied by embryoid body (right). Data reported as mean number of beating areas ± SEM, *P < 0.05, *n *= 40-50 embryoid bodies.

### Cluster analysis reveals defined functional neighborhoods

Within the cardiopoietic network, integrin, Wnt/β-catenin, VEGF and TGFβ anchor cascades all contain specific genes used as foci for expression pattern segregation. Discrete correlated expression profiles within the transcriptome were refined by Venn diagram analysis to yield shared signature genes (Figure 5a and Additional data file 1). 

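Bmp4, a BMP ligand, fell by 1.42 log2 units in ES-LIF(-) (adjusted p = 7.16e-05) and rose by 0.94 in CP (adjusted p = 0.000371) and 1.00 in CM. All 17 probe sets of its cluster were higher in CP and in CM (medians 0.92 and 1.00), and 16 were lower in ES-LIF(-) (median −1.05). Pcolce, a collagen processing protein of that cluster, went from 1982 ± 82.0 to 434 ± 45.6 in ES-LIF(-) and 4192 ± 95.8 in CP, and Il6st, the gp130 receptor subunit, from 549 ± 45.2 to 245 ± 28.5 and 1144 ± 107. The stage means of all 17 probe sets, its own included, follow Bmp4 with a correlation of at least 0.95, against 5.06% of all tested probe sets. After median centring 8 of the 17 were called higher in CP. The study drew the cluster from the same samples, so the counts are not independent evidence.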

Bmp4 and Pitx2 are elements of the TGFβ cascade within the cardiopoietic network that coordinated organization of 17 and 12 gene profiles, respectively, into significantly correlated clusters (Figure 5a). Multiple genes that comprise integrin signaling within the network were queried separately and yielded unique gene lists with distinct trends (Figure 5b). 

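The integrin nodes Itga5, Itgav, Itgb5 and Fn1 were already higher in CP and differ in what follows in CM, a difference not tested between nodes. Itga5, the fibronectin receptor chain, rose by 1.03 in CP and 2.16 in CM, and all 26 probe sets of its cluster were higher in CM than in CP (medians against ES-LIF(+) 0.90 and 2.21). Itgav, a vitronectin receptor chain, rose by 1.32 and 1.90, and all 98 of its cluster were higher in CP and CM (medians 1.35 and 1.98), with 57 higher in CM than in CP. Itgb5, its partner chain, rose by 1.32 and 1.58, and of the 339 in its cluster all were higher in both stages (medians 1.53 and 1.87), with 47 higher in CM than in CP. Fn1, fibronectin, rose by 1.66 and 1.42, and all 25 of its cluster were higher (medians 1.54 and 1.51), 13 of them lower in ES-LIF(-). The Lamc1 cluster had 30 of 37 tested probe sets higher in CP and in CM, while the probe set that represents Lamc1 was not called in CP and fell in ES-LIF(-) (−0.92, adjusted p = 3.56e-05). A second Lamc1 probe set of that list went from a signal of 171 ± 118 to 578 ± 40.9 in CP (1.99, adjusted p = 0.00175). Stage means were compared with the probe set that represents Lamc1, at 0.32 in CP and −0.08 in CM. With a correlation of at least 0.95, 6 of the 37 follow it, its own included, against 1.78% of all tested probe sets. The second probe set, at 1.99 and 2.30, moves in the direction of the cluster medians (0.98 and 1.01). Followers of that probe set were not counted, so the low count may rest on the probe set chosen. One further member of the Lamc1 list is a bacterial spike-in control added at hybridization, with a mean signal of 748 in ES-LIF(+) and 1710 in CP. After median centring 15 of the Itga5 cluster were called higher in CP. These lists were also drawn from the same samples and are not independent evidence of a rise.

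**Figure D6:**
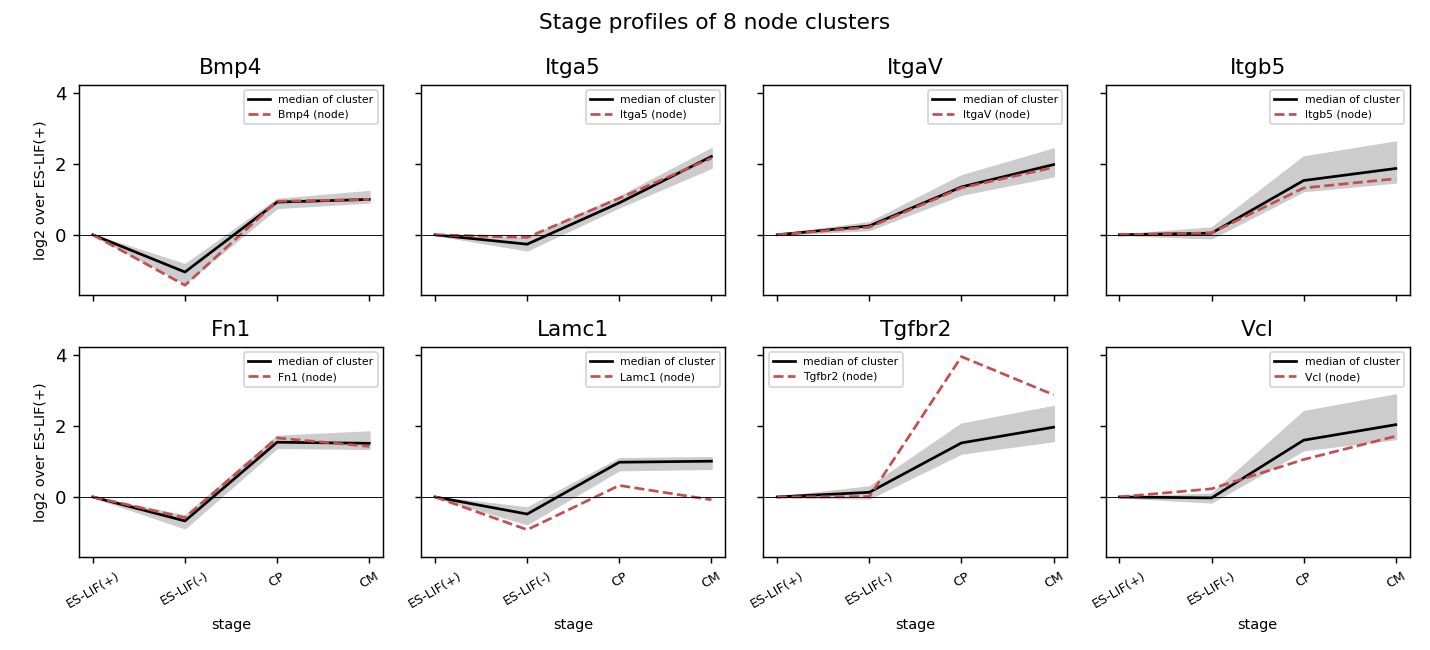
Log2 fold change against ES-LIF(+) of 8 node clusters by stage, as median, interquartile range and the node gene's own line. The Itga5 cluster goes from 0.90 in CP to 2.21 in CM, and the Bmp4 cluster is at −1.05 in ES-LIF(-).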

Tgfbr2, a component of the Wnt pathway, distilled a core of 168 probesets (Figure 5c). 

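Tgfbr2, a TGF-β receptor kinase, rose from a signal of 215 ± 45.8 in ES-LIF(+) to 3535 ± 292 in CP and was lower again in CM at 1667 ± 131 (log2 fold changes 3.96 and 2.88, adjusted p = 9.67e-11 and 1.21e-09). Of the 168 probe sets of its cluster 165 were higher in CP (median 1.52, median in CM 1.97). From CP to CM 57 rose and 7 fell, so few members share the drop of the node itself (−1.08, adjusted p = 0.000141). The stage means of 67 of the 168, its own included, follow Tgfbr2 with a correlation of at least 0.95, against 7.80% of all tested probe sets. The study chose the cluster on these samples, so its rise is not independent evidence.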

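Vcl, vinculin of focal adhesions, rose from a signal of 4137 ± 384 in ES-LIF(+) to 8591 ± 319 in CP and 13601 ± 1147 in CM (log2 fold changes 1.05 and 1.71, adjusted p = 7.04e-08 and 1.3e-10), over 3 arrays each. All 235 probe sets of its cluster were higher in CP and in CM (medians 1.60 and 2.04). The stage means of 193 of them follow Vcl with a correlation of at least 0.95, against 13.2% of all tested probe sets, and after median centring 115 do. The probe set of Vcl used here is not itself a member of that list, which the study drew from the same samples. A second Vcl probe set with the paper's accession rose by 2.25 in CP, and its followers were not counted. From the shared profiles around each node the paper proposes that the signaling cascades organize expression in the cardiopoietic network.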

Vcl integrates the VEGF cascade into the cardiopoietic network and here extracted 235 associated expression patterns (Figure 5d). Each cluster presented a significant ontological function upon analysis, with cardiac specification as the first, rank-ordered tissue-specific developmental process. Myoblast differentiation, regulation of muscle contraction, cellular localization/assembly, and vascular development were also prioritized within each cluster according to associated *P *values (Figure 5e). Therefore, specific functional properties were ascribed to each network node mapping respective contributions to the overall execution of cardiopoietic transformation of embryonic stem cells.

**Figure 5:**
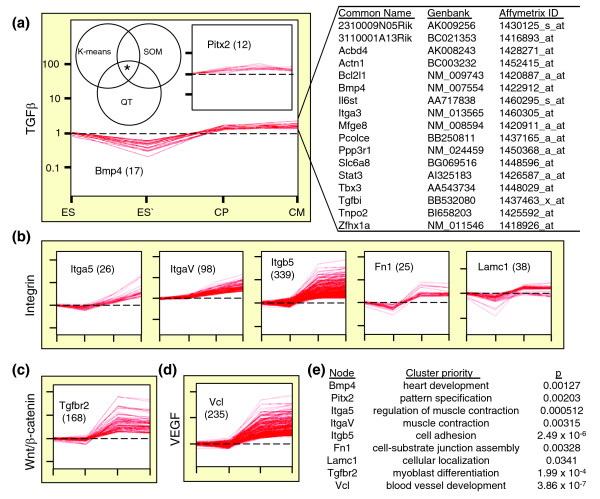
Nodal network anchors orchestrate coordinated recruitment of specialized ontological classes to secure a developmental theme. **(a) **Left: a five group K-means algorithm, 4 × 6 SOM, and QT filter were each used to independently dissect the transcriptome of embryonic stem cell (ES) derived cardiogenesis. Cardiopoietic (CP) network nodes previously identified were then used to guide cluster extraction. Bmp4 and Pitx2, members of the TGFβ pathway, are shown as examples. *Venn diagram of K-means, SOM and QT generated lists resolved clustered genes with correlated expression profiles (R = 0.95). For each set, gene (node) identity used to extract associated profiles is indicated, along with number of probes per cluster given in parentheses. Right: genes within the Bmp4 cluster. CM, cardiomyocyte. **(b) **Nodes belonging to the integrin cascade select discrete clusters with distinct trends. **(c, d) **Gene groups associated with Tgfbr2 and Vcl nodes that represent WNT/β-catenin and VEGF signaling, respectively. **(e) **Gene clusters organized functional neighborhoods with ontological priorities, with level of significance indicated on right.

## Discussion

Embryonic stem cells are developmentally malleable [32], giving rise to highly specialized and discrete phenotypes crucial to the formative embryo. Specification through genomic tailoring of stem cell pluripotency involves parsing the massive transcriptional background and deploying necessary genetic instructions that drive commitment [33]. Since lineage segregation is governed by specific stimuli arising from a rich transcriptional landscape, mapping pathways directing distinct cellular fates is essential in identifying, engaging and driving selected developmental routes [34]. The paradigm of guided cardiogenesis used here provides a unique opportunity to dissect complex developmental processes underlying cardiopoiesis, essential for cardiomyocyte derivation from stem cells [18,35,36]. Using this paradigm in conjunction with *in silico *bioinformatics approaches, comparative genomic analyses uncovered a novel function-directed interactome connecting discrete genes that orchestrate cardiopoiesis. The identified multi-nodal transcriptome network establishes the cardiogenic gestalt, revealing targets for manipulation of cardiac fate that will expedite translational application [37-39].

Endogenous genetic flux through non-specific pluripotency primes stem cells for a variety of phenotypes at the cost of elevated genetic noise [40,41]. Successful navigation of this intricate genetic background is pivotal in developmental specification, requiring non-stochastic gene activation to support emerging phenotypes [42]. Systems biology approaches to analyze network randomness and propensity for hub formation [43] suggest a robust topology framing the transcriptome that underlies cardiopoiesis.

Specifically, the current work demonstrates formation of an integrated scaffold of genes activated during stem cell-derived cardiomyocyte procurement that sculpts a resilient cardiogenic transcriptome profile. The non-random presence and distribution of hubs, that is, nodes with high connectivity [44], indicates a switch where pluripotent stem cells are directed and constrained to a cardiac fate. While nonsignificantly changing genes represented heterogeneous ontological annotation distributions without any functional predispositions, inspection of downregulated transcripts demonstrated a controlled diminution of transcriptional chatter through reduction of genes associated with genetic metabolism. Furthermore, diminished DNA metabolism that accompanies differentiation of embryonic stem cells into cardiac precursors reflects the onset of specialization with loss of genomic variability. Indeed, timing changes and restriction of replication initiation has been reported for embryonic stem cell differentiation [45]. Transcriptional narrowing has been recently observed during stem cell differentiation for both nuclear transport machinery [19] and metabolic energetic remodeling [46]. Further streamlining, with specific upregulation of overrepresented pro-cardiogenic functions [35,47], ultimately secures execution of the cardiac program.

Gene or protein networks buttress pluripotency through integration of multiple pathways contributing to the final phenotype [48-51]. Here, distinct organization of signal pathways secured the cardiopoietic network. Integrins are cytoskeletal associated transmembrane glycoproteins that transduce extracellular signals and prominently anchor the transcriptome. Within cardiogenesis, the integrin cascade dictates formation of terminal myocardial structure [52]. WNT/β-catenin signaling transduces extracellular cues during development [53] and is the second significant cascade identified in the cardiopoietic network. Previous transcriptome analysis identified upregulation of negative regulators of WNT signaling [11]. Here, in guided cardiopoiesis, distinct effectors that feed into the WNT pathway were upregulated. Participation of this cascade in cardiogenesis is bimodal [54-56], and concomitant expression variations of inhibitors and potentiators may serve as a molecular rheostat indispensable for all types of lineage specification. In this capacity, the WNT family has been proposed to be transcriptional noise filters during differentiation [42]. The TGFβ cascade, connected to the cardiopoietic scaffold through BMP4, represents a source of potent pro-cardiac stimuli [23,57-59]. Transgenic models deficient in downstream signaling components of the TGFβ pathway, such as SMAD3 insufficient mice, exhibit cardiac developmental defects [60]. Furthermore, cell-tracing studies recently reported progenitors positive for the VEGF receptor FLK1 that gave rise to cardiovascular, endothelial and smooth muscle cell lineages [61,62], in line with the present identification of the VEGF signaling axis in the pro-cardiac transcriptome network. Cardiomyocyte development through IGF [55], and cardiac hypertrophy mediated by the IL6 signaling axis [63] are represented herein by single components belonging to their respective pathways. The inclusion of other cascades in the cardiopoietic network, also by single component representation, permits integration of lambent inputs from other pathways, lessening the rigidity of the transcriptome scaffold and allowing exogenous manipulability of the network without changing its fundamental architecture. Collectively, integration of discrete signaling pathways secures overall network functionality and, indeed, targeting nodes *in vitro *demonstrates discernible alterations in stem cell-derived cardiomyocyte yields.

Targeted node validation by independent treatment with different growth factors significantly increased the number of embryonic stem cells positive for cardiac transcription factors, indicating an engaged cardiogenic program. VEGF, upon binding to its cognate receptor on the surface of embryonic stem cells [64], is transduced through focal adhesion complexes containing vinculin [65], a significant node identified within the cardiopoietic network. This actin-binding, cytoskeletal protein is essential to cardiac development, as knockout models presented thin myocardial walls with compromised cardiac contractility along with diverse cardiac defects [66]. Similarly, interaction of IGF1 with the IGF1 receptor expressed on the plasma membrane of embryonic stem cells [67] increased the number of stem cells with an engaged cardiac program. Both AKT and IGF binding protein 4, elements of the IGF1 pathway essential to the cardiopoietic network, promote cell survival and proliferation, and affect organismal growth [55,68,69]. AKT is critical for directing hypertrophic myocardial responses to adaptive and maladaptive stimuli [70-73]. IL6 belongs to JAK/STAT/IL6 signal transducer (IL6ST)-dependent cytokines, and here increased cardiogenic engagement. This is supported by reports of modulated cardiogenesis in embryoid bodies through the JAK/STAT/IL6ST relay [74]. Conditional mutations of IL6ST, a component of the IL6 receptor complex, manifest cardiac defects, including ventricular thinning, right ventricular dilation, and significant size reductions in subpopulations of cardiomyocytes [63]. Furthermore, genetic ablation of IL6ST demonstrates a definitive role for the IL6 signaling axis in determination and maintenance of cardiac morphology [75]. Functionally, formation of contractile areas is a definitive endpoint indicating syncytial integration of developed cardiomyocytes. Treatment with BMP4, a cardiopoietic network ligand of the TGFβ cascade [76], distinctly increased beating areas, whereas antagonism using LAP or NOG precluded beating. Together, these observations reveal that the TGFβ signaling axis is embedded within the cardiopoietic network, supported by well characterized effects on cardiogenesis [23,77]. LIF treatment increased contractile foci, and exerts cardiogenic effects through the JAK/STAT/IL6ST signaling complex. Thus, the interactive transcriptome transduces pro-cardiac inputs, reflected through cardiogenic engagement and subsequent functional cardiomyocyte generation.

Network anchors within the emergent cardiovascular scaffold are part of extant transcriptome gene clusters that collectively foster distinct thematic climes [78]. As cellular identities manifest from embryonic stem cell origins, developmental programming is oriented through hubs that are part of an ontological collective that defines specific transcriptome neighborhoods and secures nascent phenotypes [79]. Furthermore, here collective ontological themes classifying hub-organized gene clusters are complementary and non-stochastic, demonstrated in this paradigm of cardiogenesis. In this way, the transcriptomic framework serves as a 'wireframe' that co-ordinates and unifies discrete developmental elements to ultimately realize full specification.

## Conclusion

Here, a manipulable, lineage-specifying genomic atlas was extracted from the pluripotent content of an embryonic source. Transcriptomic profile dissection of embryonic stem cells undergoing cardiopoietic transition isolated a dynamic intermolecular signaling scaffold unifying genetic crosstalk critical to cardiogenic yield. Functional interrogation of this focused network demonstrated treatment-dependent, bimodal responsiveness dictated by node and hub composition. A demonstrable, refined control of guided cardiogenesis by *in vitro *supplementation with exogenous growth factors efficiently accelerated the production of functional cardiomyocytes. In contrast, addition of network decelerants delayed cardiogenesis. Thus, access and identification of nodes within the cardiopoietic network is distinctly advantageous for procurement of an exogenous supply of cardiac cells. This circumvents limitations associated with a scarce endogenous pool, and expedites translation of *ex vivo *stem cell-derived cardiac-specified progeny as a regenerative therapeutic modality. Consolidation of node-organized functional transcript clusters secured developmental attunement through coordinated ontological neighborhoods that contained candidates promoting cardiac development. This paradigm of a defined gene network architecture, supportive of the cardiac progenitor phenotype, provides a diagnostic map to chart susceptible nodes that conversely may promote cardiomyocyte attrition with resultant cardiac dysfunctions. Critical rate-limiting hubs within such a framework can identify unexplored molecular etiologies that impact cardiac precursor lifespan or capacity for self-renewal, defining individual cardioprotective potential. Ultimately, this integrated approach maps a dynamic and interactive transcriptomic grid for definition, interrogation, and control of a discrete biological process.

## Materials and methods

### Stem cell culture and differentiation

Murine CGR8 embryonic stem (ES) cells were cultured without a feeder layer in 7.5% fetal bovine serum (FBS) in Glasgow's modified Eagle's medium (GMEM) as described [23]. Cells in the presence of LIF and after 48 h in a LIF-free environment were designated as ES-LIF(+) and ES-LIF(-), respectively. Subsequently, embryonic stem cells were placed in a cocktail containing 5 ng/ml BMP, 2.5 ng/ml TGFβ, 100 ng/ml IL-13, 100 ng/ml IL3, 50 ng/ml IGF1, 10 ng/ml VEGF, 2.5 ng/ml EGF, 10 ng/ml FGF and 100 ng/ml IL6. Cardiopoietic cells and cardiomyocytes derived from embryonic stem cells stimulated in this cocktail were maintained in culture using 3% FBS GMEM with 30 ng/ml of TNFα for 5 days and 20% FBS GMEM for 9 days, respectively [18]. Cells were subjected to confocal microscopy, assessing MEF2C, NKX2-5 and GATA4 nuclear translocation in cardiopoietic cells along with expression of α-actinin or myosin heavy chain in cardiomyocytes both prior to and after purification of derived cells using Percoll. The gradient was generated with dilution of a Percoll stock (Sigma-Aldrich, St. Louis, Missouri, USA) to densities of 1.09 and 1.07 g/ml, with 4 ml of the 1.07 density overlaying 3 ml of the 1.09 density. The interface of these two densities successfully yielded the cardiomyocyte population [19]. For cardiopoietic cells, the previous densities used for cardiomyocyte derivation were reduced by 0.02 g/ml [18]. Total RNA was harvested from ES-LIF(+), ES-LIF(-), cardiopoietic and cardiomyocyte samples for downstream microarray analysis.

### Scanning electron microscopy

Embryonic stem cells, cardiopoietic cells or derived cardiomyocytes were fixed with 1% glutaraldehyde and 4% formaldehyde in phosphate buffered saline (pH 7.2). Hypotonic sarcolemmal stripping using a 1% Triton X-100 solution exposed the nucleus prior to fixation [19]. Intact or stripped fixed cells were rinsed in phosphate buffered saline with 1% osmium, dehydrated with ethanol and dried in a critical point dryer. Samples were examined on a 4700 field-emission scanning microscope (Hitachi, Tokyo, Japan) after coating with platinum.

### Stem cell immunocytochemistry and embryoid body imaging

Embryonic stem cells, cardiopoietic cells and derived cardiomyocytes were fixed in 3% paraformaldehyde, permeabilized with 0.5% Triton X-100, blocked with 100% Superblock (Pierce, Rockford, Illinois, USA) and immunostained with primary antibodies specific for the cardiac transcription factor MEF2C (Cell Signaling Technology, Boston, Massachusetts, USA) and/or sarcomeric α-actinin (Sigma-Aldrich, St Louis, Missouri, USA), and corresponding ALEXA-labelled secondary antibodies (Molecular Probes, Carlsbad, California, USA) along with nuclear-staining 4'-6-diamidino-2-phenylindole (DAPI; Molecular Probes) [19]. Imaging was performed using a Zeiss laser scanning microscope 510 (Carl Zeiss, Jena, Germany) microscope. Additionally, after 48 h treatment of undifferentiated embryonic stem cells with 50 ng/ml IGF1, 10 ng/ml VEGF, or 100 ng/ml IL6 following LIF withdrawal, images were obtained and stored in TIF format with 10 distinct fields from at least 3 separate isolations for each experimental condition. Image evaluation of fluorescent intensity was performed using Metamorph (Sunnyvale, California, USA). Differentiated embryoid bodies, using the established hanging drop method [80], were treated at day 0 (D0) with 5 ng/ml BMP4, 25 ng/ml LAP, or 25 ng/ml NOG. Alternatively, 1,000 U/ml LIF was added at day 5 (D5) of differentiation. Prior to imaging at day 9 (D9), embryoid bodies were plated on gelatin-coated six well dishes with sequential timelapse images obtained at 5 Hz. Image sets were reconstituted in Metamorph to visualize beating areas, delineated for area measurement.

### Microarrays

To investigate transcriptome dynamics during guided cardiac differentiation of murine embryonic stem cells, total RNA was isolated at discrete timepoints using the Micro-to-Midi Total RNA Purification System (Invitrogen, Carlsbad, California, USA) as described [46]. Each condition was independently sampled three times for a total of twelve biological replicates. Double stranded complementary cDNA and labeled complementary cRNA were obtained from isolated total RNA, with the latter hybridized against the Mouse 430 2.0 GeneChip (Affymetrix, Santa Clara, California, USA). Arrays were scanned using an argon-ion laser, and data visualized using MAS 5.0 Affymetrix software to assess quality of hybridization. The dataset has been deposited at the Gene Expression Omnibus [81] as an update to series GSE6689.

### Expression analysis and gene/condition clustering

Gene expression data were analyzed using Genespring GX 7.3 (Agilent Technologies, Santa Clara, California, USA). All probesets were initially quality filtered for the pluripotent embryonic stem cell transcriptome (in the presence and absence of LIF) according to an established flag value, with values that are present (P), marginal (M) or absent (A) assigned to the marker [46]. To ensure that transcriptional changes were restricted to display gene profiles emerging during cardiac differentiation, data were further restricted to display genes demonstrating the present (P) and marginal (M) flag values in all three replicates for the cardiopoietic stage, and the present (P) flag value in all stem cell-derived cardiomyocyte samples. Next, samples were filtered according to background noise levels to remove genes expressing signals below threshold. The final gene list was delimited according to statistically relevant changes using one-way ANOVA, *P *< 0.05 with the Benjamini and Hochberg false discovery rate as multiple testing correction. Hierarchical dendrograms were used to establish the molecular fingerprints for each stage, and were generated using the Pearson coefficient statistic (*r*) applied to determine correlation between gene pairs in each condition as follows:

(1) $$r=\frac{\sum_{i=1}^{n}(A_{i}-\bar{A})(B_{i}-\bar{B})}{\sqrt{\left(\sum_{i=1}^{n}{\left(A_{i}-\bar{A}\right)}^{2}\right)\left(\sum_{i=1}^{n}{\left(B_{i}-\bar{B}\right)}^{2}\right)}}$$

Above, (*A*) and (*B*) are respective sample means for genes *A*_*i *_and *B*_*i *_for sample (*i*) out of the total number of samples (*n*), with standard deviation terms for *A*_*i *_and *B*_*i *_used as denominator. Condition clustering was performed to determine sample similarity using Euclidean distance as a measure of sample 'nearness'. The formula for calculating distance (*D*):

(2) $$D=\sqrt{\frac{1}{n}\sum_{i=1}^{n}{\left(A_{i}-B_{i}\right)}^{2}}$$

The square of the difference in expression levels between gene A (*A*_*i*_) and gene B (*B*_*i*_) in sample (*i*) are divided by the total number of samples (*n*), of which the square root is taken to obtain distance (*D*). The clustering derived from distance calculation was further validated by bootstrapping, a conventional statistical resampling technique [24].

### Taqman assays

RNA (1 μg) was reverse transcribed into cDNA using a high capacity cDNA archive kit (Applied Biosystems, Foster City, California, USA) and assayed using Taqman gene expression assays for *Pou5f1/Oct4 *(Mm00658129_gH), *Mybl2 *(Mm00485340_m1), *Mycn *(Mm00476449_m1), *Myocd *(Mm00455051_m1) and *Lbh *(Mm00522505_m1), prototypical markers of pluripotency, oncogenesis and cardiogenesis. Samples were loaded onto an optical 96-well plate for polymerase chain reactions performed using an ABI 7900HT Fast Real Time System with cycling parameters set for a 15 s, 95°C duplex denaturing step followed by primer annealing/extending for 1 minute at 60°C per cycle for 40 cycles. Relative fold change was determined using the 2^-ΔΔC^_T _method [82] with pluripotent embryonic stem cells as baseline, normalized to *Gapdh *expression.

### Enrichment analysis of functional categories

To examine overrepresented functions within the final up- and downregulated filtered gene lists, Expression Analysis Systematic Explorer (EASE version 2.0) [83] was used. Gene lists were submitted as text files using GenBank accession identifiers and ontology annotations for 'Molecular function' were analyzed by linking, through EASE, to the online Database for Annotation, Visualization, and Integrated Discovery [84]. For 'Molecular function', the population total (8,821) is the group of annotations available for the Mouse 430 2.0 GeneChip. Population hits are defined as the genes for each 'Molecular function' sub-classification that are identifiable. List totals indicate annotations (out of the population total) that are available from user-submitted lists for 'Molecular function', and list hits identify annotations belonging to specific groups within 'Molecular function' within the user-submitted list. Each category under 'Molecular function' had specifically associated genes, and in some instances, genes were assigned to more than one functional category. Significance was determined by Fisher's exact test and Bonferroni correction for multiple category comparisons (*P *< 0.05) and top functions were reported as a percentage of list totals, with remaining functions classified as 'other' for both up- and downregulated gene lists.

### Network analysis

Using an established network analysis program, Ingenuity Pathways Analysis [85], molecular interactions were examined in the cardiopoietic stage. One way ANOVA-delimited gene lists used in enrichment analysis were studied using the Ingenuity Pathways Knowledge base to identify, using a right-tailed Fisher's exact test, overrepresented canonical functions and signaling pathways at different timepoints during cardiogenic stem cell differentiation. The Institute for Systems Biology Cytoscape 2.2 software [86] was applied to provide data regarding network topology in addition to visualizing relationships. Gene interactions identified by Ingenuity were deconstructed according to pairwise interactions, and reformatted for use in Cytoscape 2.2. Basic network analyses, including degree distribution and clustering coefficient distribution determination, were performed, providing statistical measures of cardiopoietic network architecture.

### Cluster analysis

Quality filtered genes were recursively and separately analyzed by K-means, self-organizing map (SOM) and quality threshold (QT) clustering. Group size for K-means was set to a maximum of 5 clusters, while a 4 × 6 array was specified for SOM. For QT analysis, Pearson correlation was set at 0.95. Each of the three analyses produced distinct transcript aggregates, and cross-reference by Venn diagram highlighted genes consistently segregating with selected network nodes. Discrete expression profile groups were bioinformatically mined to uncover organized functional neighborhoods delimited by cluster oriented developmental themes. Hypergeometric *P *values for ontological assignations were calculated as shown:

(3) $$p=\frac{1}{\left(\begin{array}{c} u\\ m \end{array}\right)}\sum_{i=k}\left(\begin{array}{c} m\\ i \end{array}\right)\left(\frac{u-m}{n-1}\right)$$

The summation notation above yields the probability (p) of overlap that corresponds to (*k*) or more genes that exist between gene lists (*m*) and (*n*) when randomly sampled from a universe containg (*u*) genes.

## Abbreviations

BMP, bone morphogenic protein; DAPI, 4'-6-diamidino-2-phenylindole; EASE, Expression Analysis Systematic Explorer; EGF, epidermal growth factor; ES, embryonic stem; FBS, fetal bovine serum; FGF, fibroblast growth factor; GMEM, Glasgow's modified Eagle's medium; IGF1, insulin-like growth factor; IL, interleukin; IL6ST, IL-6 signal transducer; LAP, latency associated peptide; LIF, leukemia inhibitory factor; MEF2C, myocyte enhancer factor 2C; QT, quality threshold; SOM, self organizing map; TGF, transforming growth factor; TNF, tumor necrosis factor; VEGF, vascular endothelial growth factor.

## Authors' contributions

RSF, AB, CPT and AT contributed to the design of the study. RSF performed bioinformatics involved in this study. AB carried out cell culture and immunocytochemistry. CPT did electron microscopy. RSF, AB, and CPT analyzed the data. RSF, AB, CPT and AT prepared the manuscript. All authors have read and approved the final version of this manuscript.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 is an Excel spreadsheet listing gene identities within node organized clusters.

## Supplementary Material

Additional data file 1 Cluster analysis yielded genes associated with network node anchors that possessed correlated and discrete expression profiles, with a few anchors sharing a single group. Furthermore, each transcript cluster fostered a prevalent ontological specification, detailed in Figure 5. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

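The files hold gene expression measured on 12 Affymetrix Mouse 430 2.0 arrays, 3 for each of ES-LIF(+), ES-LIF(-), cardiopoietic cells (CP) and cardiomyocytes (CM). The authors made the deposited intensity values with Microarray Suite 5.0 and scaled them, so the values are relative signals on a linear scale and neither log2 values nor ratios. Each array has a trimmed mean signal of 500, which leaves the scaling of the authors in place. That the 3 arrays of a stage are biological replicates is the paper's statement. The signal of the median probe set lies between 101 and 111 on the ES-LIF(+) arrays and between 128 and 144 on the CM arrays, while the brightest probe set of an array reads at least 32107. Values near or below the median are close to background, and their fold changes are the least precise.

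Of 45101 probe sets in the file, 64 Affymetrix control probe sets were set aside, which leaves 45037. Signals were taken to log2 after adding 16. A probe set was tested when its signal exceeded the array's own median on at least 3 of the 12 arrays, which 26083 did. The paper's filter uses detection flags, and these were not used here. The platform table names exactly 1 gene for 34945 probe sets, several genes for 932 and none for 9160. A gene is represented by the probe set with the highest mean log2 value among those that name it alone, and 13167 of 18193 named genes were tested this way. A gene of Table 1 is represented by the probe set with the paper's accession (57 genes), by the probe set given in Additional data file 1 (6 genes) or by its brightest probe set (2 genes, Hif1a and Smo). No probe set names Hmgb1 alone. One item that the paper names is not reported here, although counts over whole lists include it.

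All 12 arrays were fitted together with a linear model in limma 3.58.1 under R 4.3.3, with empirical Bayes moderation and an intensity trend. A moderated F test asked whether a probe set changed across the stages, at a Benjamini-Hochberg adjusted p under 0.05. The same model gave 4 comparisons (CP, CM and ES-LIF(-) each with ES-LIF(+), and CM with CP), in which a call needs an adjusted p under 0.05 and a fold above 1.5. All adjusted p values of genes in the text come from limma's moderated statistics and all those of gene lists from limma's set tests. Fold changes are differences of mean log2 values, and signals are means with standard deviations over 3 arrays.

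A set of 35 gene lists was written from general knowledge before the data were seen. Each list was tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and p values were adjusted over the lists within a comparison. The number of members called in each direction was counted with p adjusted over all genes and again over the list alone. At the preset correlation 27 lists passed between CP and ES-LIF(+), 28 between CM and ES-LIF(+), 5 between ES-LIF(-) and ES-LIF(+) and 18 between CM and CP. With an estimated correlation these counts were 22, 23, 0 and 14. The lists of Table 1 and of the 9 node clusters were taken from the paper and Additional data file 1, where the study chose them on the same samples.

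Distances between arrays are root mean square differences of log2 values over the probe sets that passed the F test, joined by average linkage, with 1000 resamplings of the probe sets. A cluster member follows its node when the correlation of their 4 stage means is at least 0.95.

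The genes named in the text follow a rule fixed before the data were seen. It takes every gene the paper names from the arrays or from PCR, including the 65 of Table 1, whose fold changes had been seen in the paper. It adds the 10 largest rises and the 10 largest falls in each comparison among called genes whose groups do not overlap, and the 4 called members of each list with the largest change. Pcolce and Il6st of the Bmp4 cluster, and the genes named in the closing section as the brightest of a list or as lost with LIF, were chosen after their values were seen.

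Alternatives covered the scaling of arrays (median centring, quantile normalization), the pseudocount (1, 64), the filter on dim probe sets, the test, the variance trend, the fold threshold, the arrays in the fit, the set test, the probe set that stands for a gene, the ratio of mean signals, the distance and linkage, a replicate block, and leaving out each array. A filter on all 12 arrays, alone or with median centring, and the filter on all CP and CM arrays with median centring were added after the data were seen, as was a pick of genes lowered without LIF on 2 ES-LIF(-) arrays for comparison of CP with the third, and the IL6 list without its genes lower in ES-LIF(-). The closing section gives their effect, except for that pick, which leaves 1 array in a group.

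The procedure was tested on simulated data with the spread of these arrays. Of 67 probe sets changed 2-fold, 38 were called in the true direction, of 67 changed 3-fold 58, of 66 changed 4-fold 63, and none in the other direction. Of 25841 unchanged probe sets 5 were called and 10 passed the F test. A list shifted on purpose was called, and so were 3 further lists of the 35, 1 of which shares no gene with it. Of 26083 simulated probe sets 25841 were unchanged, whereas 68.7% of the tested probe sets changed on the real arrays. The simulated counts therefore do not give the error rates of the real tests.

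PCR, microscopy, imaging of beating areas and the network and pathway databases of the paper were not analysed here. No result was checked on samples other than these 12.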

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

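The tests of mixed cells, array scale, separate arrays, the shortened IL6 list, signal level and culture medium in this part were chosen only after the results they weigh had been seen, whereas the regroupings of arrays were not.

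Several gene lists that the paper does not report differ between stages. The fibroblast and mesenchyme list has 22 of 23 genes higher in CP than in ES-LIF(+) and none lower (median log2 fold change 3.56, camera adjusted p = 4.99e-17, 6.21e-24 to 0.00355 over the alternatives that use camera). The list of TNF and NF-κB targets has 16 of 30 genes higher and 2 lower in CP (median 0.60, adjusted p = 1.81e-05, 4.9e-07 to 0.0195), among them Ptgs2, a prostaglandin synthase (6.23), and Ccl2, a chemokine (5.26). Ptgs2 and Ccl2 count among the dim genes here, so the size of their folds depends on the pseudocount. The extraembryonic endoderm list has 19 of 32 genes higher and none lower in CP (median 1.29, adjusted p = 4.31e-07, 1.06e-09 to 0.0116), and 22 higher and 3 lower in CM (1.90, adjusted p = 1.13e-05, 5.31e-08 to 0.0182). That list shares genes with the cardiac and matrix lists, among them Gata4, Gata6 and Col4a1. The interferon response list has 15 of 28 genes higher and 2 lower in CM (median 0.63, adjusted p = 0.013, and adjusted p = 0.103 with an estimated correlation), with Usp18, an interferon-induced protease, at 3.82. That call is also lost under the stricter filter (adjusted p = 0.0754), and after median centring 9 genes are higher and 3 lower. All 5 medians stay positive after median centring and after quantile normalization.

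The Lamc1 cluster of Additional data file 1 contains a probe set for the bacterial control BioB, whose mean signal in CP is 2.29 times that in ES-LIF(+). This control is added to each sample and is not a mouse gene. The median ratio over the 9 hybridization controls is also 2.29, and the median control of an array averages 1085 ± 81.8 in ES-LIF(+), 2531 ± 999 in CP and 1821 ± 271 in CM.

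Regrouping the 12 arrays at random left the number of changed probe sets at 11124 or less, against 17924 for the real stages, and 1 of 100 groupings, the real one, reached that number. For a pair of stages only 10 groupings of its 6 arrays exist, too few for a share under 0.05. The number of called probe sets was 8061 for CP and ES-LIF(+) (highest other 1), 12449 for CM and ES-LIF(+) (highest other 0), 1817 for ES-LIF(-) and ES-LIF(+) (highest other 5) and 4737 for CM and CP (highest other 1), and in each 1 of 10 groupings reached it. The number of lists past camera was 27 for CP (highest other 24, 1 of 10) and 28 for CM (highest other 27, 1 of 10). It was 5 for ES-LIF(-) (highest other 6, 4 of 10) and 18 for CM and CP (highest other 18, 2 of 10). A mixed grouping still sets 2 arrays of a stage against 1, and at the preset correlation up to 27 lists pass on such groupings.

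Of the probe sets called between CP and ES-LIF(+), 62.5% are higher in CP. That share is 33.5% after median centring and 47.7% after quantile normalization, so the scale given to the arrays could produce it. The brightest 10% of probe sets have a median difference of −0.18 log2 units and the 10% just above the middle of the brightness range 0.25, a gap of −0.43. The dimmest 10% shift by only 0.06, so the upward shift is largest in the middle of the range. Probe sets of middle brightness that read higher on the CP arrays may thus add to the share. The hybridization controls, at a median ratio of 2.29, rise more than any of these groups and do not tell these explanations apart. Whether more genes rise than fall in CP stays open.

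Of the 485 genes lower in ES-LIF(-) than in ES-LIF(+), 261 are higher in CP than in ES-LIF(-) and 12 are lower, against 18.2% of all genes higher. In the other direction, of 530 genes higher in ES-LIF(-), 224 are lower in CP than in ES-LIF(-) and 79 are higher. The paper shows enriched functions of CP beside cells without LIF, but it does not report these genes as a set. Among the 485, Klf4 reads 2733, 148 and 1760 in ES-LIF(+), ES-LIF(-) and CP. Both comparisons use the same ES-LIF(-) arrays, so some return is seen without any change. In 20 simulated sets with no change, genes lower in ES-LIF(-) average 677.1, and a mean of 7.45 and at most 15 of these are higher in CP. A pick of genes on 2 of the ES-LIF(-) arrays sets CP against 1 array, which has no spread of its own, so its counts are not given. Cells like ES-LIF(+) mixed into the CP cultures could at most make up a share of 0.297, and 250 of the 261 genes need a larger share, while 211 of the 261 are still called after median centring, which argues against mixing or array scale as the whole source. Signaling through gp130 from the IL6 of the cocktail given to CP and CM is a candidate explanation, since the IL6 and JAK/STAT list has 16 of 28 genes higher and none lower in CP than in ES-LIF(-) (median 1.03, adjusted p = 2.55e-06, 1.01e-06 to 0.017 over the alternatives, the highest with an estimated correlation, and adjusted p = 0.000156 without its 7 genes lower in ES-LIF(-)). The lists do not single it out, as 16 pass upward in this comparison and 7 of them have a lower p, among them extracellular matrix (3.51e-25) and TNF and NF-κB (8.52e-08), and medium, serum and time in culture change together between these stages, so the source stays open.

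The fibroblast list rises in CP by far more than the scale of the arrays, since 22 of its 23 genes are also called after median centring. Fibroblasts or other mesenchymal cells mixed into the CP cultures are a hypothesis with a list fixed in advance, and 8 of the 23 genes lie above the 95th percentile of all genes in CP (signal 5098), with Vim at 32271, Col1a1 at 26577, Col1a2 at 22311 and Col3a1 at 20165. The paper describes feeder-free culture, a Percoll gradient and a purity of 85 ± 5% for these precursors, but does not say whether RNA was taken before or after the gradient, while 11 of the 23 genes stand in another list here and 10 exceed a signal of 100 on every ES-LIF(+) array. TNF-α in the CP medium may act on these genes. The TNF and NF-κB list is also higher in CM than in ES-LIF(+) (median 0.71, adjusted p = 0.00234, and adjusted p = 0.0544 with an estimated correlation). It does not pass the test between CM and CP (median −0.05, 8 lower and 4 higher, adjusted p = 0.747, 0.388 to 0.966 over the alternatives that use camera). Fry, which does not compare it with other genes, gives adjusted p = 0.04. The fibroblast list is also high in CM, kept without TNF-α (median 3.20 against ES-LIF(+), adjusted p = 7.21e-11). After median centring 21 of its 23 genes are called higher there. From CP to CM the list falls (median −0.43, adjusted p = 0.0118, and adjusted p = 0.158 with an estimated correlation). That call is also lost with the filter on all 12 arrays, chosen after the data were seen (adjusted p = 0.158, and 0.113 with median centring). The rise is thus not particular to cells kept in TNF-α, and whether TNF-α adds to it in CP stays open. The arrays cannot tell a mesenchymal state of the precursors from mesenchymal cells beside them.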

How the results depend on the processing

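The filter on all 12 arrays, alone or with median centring, the filter on all CP and CM arrays with median centring the pick of genes on 2 ES-LIF(-) arrays and the IL6 list without its genes lower in ES-LIF(-) were chosen only after the data were seen, and all other alternatives were set before the data were examined. The pick sets CP against 1 ES-LIF(-) array, which has no spread of its own, so its counts are not given. The shortened IL6 list has 11 of 21 genes higher in CP than in ES-LIF(-) and none lower. With 3 arrays per stage and a median signal of 106 to 137 against a pseudocount of 16, dim probe sets carry the least precise folds, and filters and pseudocounts act mostly on them. The counts of gene lists have no result under the plain analysis of variance, which the set tests do not use. Under the alternatives set before the data were examined, apart from the leave-one-out fits, 1736 gene fold changes and 1599 list tests kept their side of the threshold, 8 and 38 became called, 4 and 43 lost the call, and none was called in the other direction. Under the 3 filter settings chosen later 295 and 384 kept it, 2 and 12 became called and 4 and 24 lost the call. The median of a list changes sign in 10 of 140 list tests after median centring and in 5 after quantile normalization, 2 and 1 of them called before. Of the counts 302 stayed within 1.5 times and 34 did not. Where no construction is named, the cause was not tested.

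Median centring lowers the CP arrays by 0.28 and the CM arrays by 0.32 log2 units against ES-LIF(+), which shifts all folds by construction. The changed probe sets then split into 3359 higher and 6549 lower in CP, and the calls are 3188 higher and 6330 lower in CP and 8443 lower in CM. The cytosolic ribosomal protein list loses its call in CP (median −0.000801, adjusted p = 0.145, and −0.0416, adjusted p = 0.47, after quantile normalization). The VEGF list loses its call in CM (0.02, adjusted p = 0.0562). Of the clusters, 8 probe sets of Bmp4 and 15 of Itga5 are called higher in CP.

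The stricter filter tests fewer probe sets. It leaves 2711 changed probe sets higher in CP, and calls of higher signal number 2683 in CP, 3446 in CM, 539 in ES-LIF(-) and 1348 from CP to CM. The IL6 and JAK/STAT list in CP (0.24, adjusted p = 0.119) and the WNT list in CM (0.25, adjusted p = 0.0552) lose their calls. Without a filter 8 lists pass in ES-LIF(-) instead of 5.

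The filter on all 12 arrays leaves 2746 changed probe sets higher in CP and calls 2750 higher in CP, 3731 higher in CM, and 1193 higher and 1607 lower in CM than in CP. It ends the calls of the WNT list in CP (0.12, adjusted p = 0.0819) and in CM (0.19, adjusted p = 0.133), of VEGF in CM (0.25, adjusted p = 0.0646) and of IL6 in CP (0.37, adjusted p = 0.0887). Also lost are interferon, trophoblast and skeletal muscle in CM (adjusted p = 0.0859, 0.342 and 0.466) and mesoderm in ES-LIF(-) (adjusted p = 0.0503). From CP to CM it ends the calls of fibroblast, endothelium and skeletal muscle (adjusted p = 0.158, 0.0784 and 0.295). Calls gained are neural cells in CP (adjusted p = 0.0258) and IGF in ES-LIF(-) (adjusted p = 0.036). With median centring added, the split is 1542 higher and 4915 lower, and calls are 1546 higher and 4917 lower in CP, 2287 higher in CM, 547 higher in ES-LIF(-) and 1065 higher in CM than in CP, with 9 lists in ES-LIF(-). WNT (−0.17, adjusted p = 0.0627), VEGF (−0.000545, adjusted p = 0.0769) and IL6 (0.0892, adjusted p = 0.0519) are then not called in CP, nor WNT (−0.13, adjusted p = 0.11) and VEGF (−0.07, adjusted p = 0.119) in CM. The filter on all CP and CM arrays with median centring gives a split of 2773 and 4924, calls of 2752 higher and 4925 lower in CP, 3648 higher in CM and 1407 higher in CM than in CP, and cytosolic ribosomal proteins at −0.000801 (adjusted p = 0.122).

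Without a fold threshold 5619 probe sets are lower in CP, 1578 higher and 1579 lower in ES-LIF(-), and 3521 higher and 5014 lower in CM than in CP. At 2-fold the counts are 2992 higher and 879 lower in CP, 3001 lower in CM, 288 higher and 437 lower in ES-LIF(-), and 1241 higher and 887 lower in CM than in CP, as a threshold does by construction.

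With an estimated correlation the calls end for pluripotency (−0.89, adjusted p = 0.0961), cytosolic ribosomal proteins (0.28, adjusted p = 0.502), calcium handling (0.49, adjusted p = 0.0688), mesoderm (1.23, adjusted p = 0.0961) and IL6 (0.51, adjusted p = 0.163) in CP, and 0 lists pass in ES-LIF(-). The fry test asks about each list alone. In CP it adds death receptor (0.17, adjusted p = 4.65e-05), hypoxia (0.22, adjusted p = 0.00175), interferon, trophoblast, blood and neural cells. In CM it adds IL6 (0.74, adjusted p = 4.23e-05) and death receptor (0.19, adjusted p = 4.8e-06). Endothelium (0.55, adjusted p = 0.000324), blood (0.71, adjusted p = 0.00031) and neural cells (−0.32, adjusted p = 1.38e-05) are added there too. It reaches 13 lists in ES-LIF(-). The mean over probe sets ends the calls of cytosolic ribosomal proteins (0.21, adjusted p = 0.146) and IL6 (0.40, adjusted p = 0.0812) in CP, adds hypoxia in CP (0.22, adjusted p = 0.0381), and leaves 3 lists in ES-LIF(-).

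For the largest distance within a stage and the 3 joins of the tree, a pseudocount of 1 gives 0.584, 0.709, 0.950 and 1.44, and 64 gives 0.330, 0.463, 0.724 and 1.08. By change of base, natural logs give 0.316, 0.410, 0.594 and 0.891, and log10 gives 0.137, 0.178, 0.258 and 0.387. All probe sets give 0.652, 0.686, 0.803 and 1.03, and 1 minus the Pearson correlation gives 0.0239, 0.0410, 0.116 and 0.210. Complete linkage moves the last join to 1.51.

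Leaving out each array moved the number of lists in ES-LIF(-), which ranged from 3 (without ES-LIF(+) replicate 3) to 8 (without ES-LIF(-) replicate 3). It ended 14 calls of lists and added 11. Those ended are trophoblast in CM in 7 fits (adjusted p = 0.0503 to 0.13), skeletal muscle in CM without each CM array (adjusted p = 0.153 to 0.175), endothelium from CP to CM without CM replicate 3 (adjusted p = 0.0799), and in ES-LIF(-) mesoderm without ES-LIF(+) replicate 3 or ES-LIF(-) replicate 1 (adjusted p = 0.0752 and 0.108) and smooth muscle without ES-LIF(+) replicate 3 (adjusted p = 0.0928). Among genes, Mef2c in CP became called in 3 fits and Aurkb in CP in 2.

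The replicate numbers do not pair arrays across stages. After removal of stage means the 18 pairs with the same number correlate at −0.047 to 0.0954, the 36 other pairs at −0.0902 to 0.0529, and 3 of 12 arrays match their own number best. With the number as a block, 17752 probe sets change across the stages.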

Differences from the paper's values

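The filter on all 12 arrays with median centring and the filter on all CP and CM arrays with median centring were chosen only after the values below had been seen. The paper's distances lie nearest to those on the natural log scale, where the largest distance within a stage is 0.316 (paper ≤0.33) and the joins lie at 0.410 (paper 0.491), 0.594 (paper 0.610) and 0.891 (paper 0.885), against 0.456, 0.591, 0.857 and 1.28 on the log2 scale used in the text. The first of these joins stays below the paper's, with 0.403 to 0.416 over the resamplings.

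The paper counts 8656 changed genes across the stages, and 17924 probe sets change here. Its filter on detection flags was not repeated, so the number of tested probe sets differs. Of 22 alternatives set before the data were examined, only the stricter filter comes within 1.5 times of the paper's count, at 11973, and the range is 11973 to 18763.

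For CP against ES-LIF(+) the paper gives 1069 genes (12%) above 1.5-fold, where 5303 (29.6%) are found here. None of these 22 alternatives comes within 1.5 times of that count or of that share. The filter on all 12 arrays with median centring gives 1542 and 11.6%. With the probe sets used here it leaves 6 of the 65 genes of Table 1 not called or not tested, against 3 in the main setting. These are Adam19, Ece1, Hif1a, Lamc1, Ppp3r1 and Smo. Other probe sets of Adam19 and Smo have larger folds before centring (2.41 and 2.02), so these losses depend on the probe set. Below 1.5-fold the paper gives 54% and 17.9% are found here. Median centring gives 36.5% and the filter on all 12 arrays with median centring 36.9%, both within 1.5 times, and the other 21 set before the data were examined are not. Within 1.5-fold the paper gives 2955 genes (34%), and 9417 (52.5%) are found here. No alternative comes within 1.5 times of that count, with a range of 6855 to 10820. The share comes within 1.5 times under median centring (44.8%), under a pseudocount of 1, without a filter, without ES-LIF(+) replicate 1 and, among those added later, under the filter on all CP and CM arrays with median centring (47.6%), and not under the other 18 set before the data were examined.

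Folds of Table 1 differ when one is more than 1.5 times the other and they lie further apart than the replicate SD. By that rule 61 of the 65 do not differ and 4 do, although only 4 lie within 10% of the paper's. The folds here are 1.21 times the paper's at the median (quartiles 1.18 and 1.23), and after median centring 0.990 times, with 53 of 65 within 10% and 8 beyond 1.5 times. With a pseudocount of 1 the ratio is 1.25 (quartiles 1.25 and 1.25), and the mean array median in CP is 1.25 times that in ES-LIF(+). Most of the paper's folds in Table 1 thus lie on a median-centred scale. Median centring alone still does not bring the count above 1.5-fold within 1.5 times of the paper's. The paper gives 2.586 for Hif1a, and 1.38 is found here. All 24 alternatives set before the data were examined differ from the paper's value (1.13 to 1.57), although quantile normalization (1.51) and the mean over probe sets (1.57) call the gene higher. For Lamc1 the paper gives 3.632, and 1.25 is found here. All 24 alternatives differ (1.03 to 2.23), and the mean over probe sets (2.23) calls it higher. For Ppp3r1 the paper gives 1.704, and 0.749 is found here, with all 22 alternatives that test it different (0.607 to 0.933). For Vcl the paper gives 3.886, and 2.08 is found here. The mean over probe sets (3.14) comes within 1.5 times and the other 23 alternatives do not. That setting, set before the data were examined, calls 61 of the 65 genes of Table 1 higher. Other probe sets of these genes, looked at only after the values had been seen, give folds of 0.890 and 3.18 for Hif1a, 3.96 for Lamc1, 1.16 for Ppp3r1 and 4.75 for Vcl, and those of Lamc1 and Vcl carry the paper's accession.

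The paper lists ribosomal structure among the functions lowered in precursors. Cytosolic ribosomal proteins have a median of 0.28 in CP here (adjusted p = 0.00186, and adjusted p = 0.502 with an estimated correlation), but −0.0008 after median centring (adjusted p = 0.145) and −0.04 after quantile normalization (adjusted p = 0.47), so the direction changes with the scaling, while mitochondrial ribosomal proteins (−0.46) and ribosome biogenesis (−0.62) fall. The paper places hypoxia signaling among the pathways prominent in precursors and cardiomyocytes, and the list does not pass the test here in either (adjusted p = 0.107 and 0.581), although it passes in CP with the mean over probe sets (adjusted p = 0.0381) and under fry (adjusted p = 0.00175), while integrin and IGF lists do in both. The paper has IL6 and JAK/STAT signaling present in cardiomyocytes. That list does not pass the test in CM (adjusted p = 0.14), although it passes under fry (adjusted p = 4.23e-05). The paper's pathway calls come from a right-tailed Fisher's exact test of overrepresentation. That test was not run here, so the pathway differences in this paragraph set unlike tests and unlike gene lists side by side. In its plot of pathways by stage the paper has TGF-β signaling begin in cardiomyocytes and VEGF and glycan degradation act in precursors. These 3 lists pass the test in both stages here. The paper also names TGF-β among the cascades that anchor its cardiopoietic network. The rise of the TGF-β list in CP therefore differs from that plot only. The VEGF list in CM does not pass after median centring (adjusted p = 0.0562) or with an estimated correlation (adjusted p = 0.0727). The paper has Pou5f1 decrease as stem cells differentiate, and it falls in CP and CM and is not called in ES-LIF(-) (log2 fold change 0.00, adjusted p = 0.997).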

Other observations

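No test in this part was chosen after its result had been seen. After 48 h without LIF, 15 of 25 pluripotency genes were lower and none higher (median log2 fold change −1.09, camera adjusted p = 9.29e-19, and adjusted p = 0.14 with an estimated correlation). Esrrb, a nuclear receptor of naive stem cells, went from a signal of 4456 in ES-LIF(+) to 573, and Tfcp2l1, a transcription factor downstream of LIF, from 2572 to 290. The IL6 and JAK/STAT list had 7 of 28 genes lower and 1 higher (median −0.16, adjusted p = 0.000109, and adjusted p = 0.14 with an estimated correlation), with Lifr, the LIF receptor, at −1.56 and Stat3 at −1.73. The annexin and S100 list fell (2 of 15 lower, median −0.32, adjusted p = 0.00796, adjusted p = 0.182 with an estimated correlation, and adjusted p = 0.0908 with the mean over probe sets). The mesoderm list (3 of 13 higher, median 0.45, adjusted p = 0.0294, and adjusted p = 0.338 with an estimated correlation) and the smooth muscle list (2 of 15 higher, median 0.23, adjusted p = 0.0294, and adjusted p = 0.182 with an estimated correlation) passed the test upward. The mesoderm call is lost without ES-LIF(+) replicate 3 (adjusted p = 0.0752) or ES-LIF(-) replicate 1 (adjusted p = 0.108) and with the filter on all CP and CM arrays (adjusted p = 0.0758), and the smooth muscle call without ES-LIF(+) replicate 3 (adjusted p = 0.0928), without an intensity trend (adjusted p = 0.0528) and with the mean over probe sets (adjusted p = 0.0798). A mixed grouping of these 6 arrays passes up to 6 lists, against 5 for the real one. Eomes, a regulator of mesendoderm, rose by 1.30 and Pim2, a survival kinase, by 2.01.

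From CP to CM the division and nucleic acid lists fell further, with 24 of 41 DNA replication genes lower (median −0.65, adjusted p = 4.23e-15) and 16 of 41 cell cycle genes lower (−0.51, adjusted p = 3.89e-13). The mitochondrial ribosomal protein list did not pass the test between CP and CM (median −0.06, adjusted p = 0.651). The fibroblast list fell, with 9 of 23 genes lower and none higher (−0.43, adjusted p = 0.0118, and adjusted p = 0.158 with an estimated correlation), among them Thy1 (−1.77) and Lum (−2.67). The interferon list rose, with 11 of 28 higher and 1 lower (0.40, adjusted p = 0.00186, and adjusted p = 0.0788 with an estimated correlation).

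Lists of other lineages gave weaker results. In CP the lists of endothelium (5 of 16 higher, 3 lower, adjusted p = 0.393), blood (2 of 14 higher, adjusted p = 0.327), neural cells (4 of 18 higher, 5 lower, adjusted p = 0.156), trophoblast (6 of 14 higher, 2 lower, adjusted p = 0.145), skeletal muscle (2 of 11 higher, 2 lower, adjusted p = 0.778) and interferon response (11 of 28 higher, 1 lower, adjusted p = 0.16) did not pass the test. After median centring the counts higher and lower are 3 and 4 for endothelium, 4 and 9 for neural cells, 1 and 4 for skeletal muscle and 7 and 6 for interferon. The stricter filter calls blood higher (median 2.25, adjusted p = 0.0497) and neural cells lower (−0.52, adjusted p = 0.0433), and fry gives 0.000222 for interferon, 0.00966 for trophoblast, 0.00138 for blood and 0.000286 for neural cells. In CM trophoblast (10 of 14 higher, 2 lower, median 0.89, adjusted p = 0.049, and adjusted p = 0.327 with an estimated correlation) and skeletal muscle (8 of 11 higher, 2 lower, median 2.22, adjusted p = 0.0193) passed the test. The trophoblast call is lost after quantile normalization (adjusted p = 0.0727), under the stricter filter (adjusted p = 0.194) and in 7 of the 12 fits without one array (adjusted p up to 0.13), and 6 genes are higher after median centring. The skeletal muscle call is lost without any one CM array (adjusted p = 0.153 to 0.175), under the stricter filter (adjusted p = 0.0768) and with the filter on all CP and CM arrays (median −0.38, adjusted p = 0.947). Endothelium (adjusted p = 0.0803), blood (adjusted p = 0.103) and neural cells (adjusted p = 0.19) did not pass in CM, although centring brings endothelium to 0.0391 and blood to 0.0382, and endothelium passes without CM replicate 1 (0.042) or CM replicate 2 (0.0496). Fry in CM gives adjusted p = 0.000324 for endothelium, 0.00031 for blood and 1.38e-05 for neural cells. Nefl, a neurofilament gene, read 3526 ± 1441 in ES-LIF(+) and 606 ± 20.3 in CP. The transthyretin gene Ttr varied among the CM arrays, at 694 ± 555.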
